# A genetic screen identifies BEND3 as a regulator of bivalent gene expression and global DNA methylation

**DOI:** 10.1093/nar/gkad719

**Published:** 2023-08-31

**Authors:** Lounis Yakhou, Anaelle Azogui, Nikhil Gupta, Julien Richard Albert, Fumihito Miura, Laure Ferry, Kosuke Yamaguchi, Sarah Battault, Pierre Therizols, Frédéric Bonhomme, Elouan Bethuel, Arpita Sarkar, Maxim V C Greenberg, Paola B Arimondo, Gael Cristofari, Olivier Kirsh, Takashi Ito, Pierre-Antoine Defossez

## Abstract

Epigenetic mechanisms are essential to establish and safeguard cellular identities in mammals. They dynamically regulate the expression of genes, transposable elements and higher-order chromatin structures. Consequently, these chromatin marks are indispensable for mammalian development and alterations often lead to disease, such as cancer. Bivalent promoters are especially important during differentiation and development. Here we used a genetic screen to identify new regulators of a bivalent repressed gene. We identify BEND3 as a regulator of hundreds of bivalent promoters, some of which it represses, and some of which it activates. We show that BEND3 is recruited to a CpG-containg consensus site that is present in multiple copies in many bivalent promoters. Besides having direct effect on the promoters it binds, the loss of BEND3 leads to genome-wide gains of DNA methylation, which are especially marked at regions normally protected by the TET enzymes. DNA hydroxymethylation is reduced in *Bend3* mutant cells, possibly as consequence of altered gene expression leading to diminished alpha-ketoglutarate production, thus lowering TET activity. Our results clarify the direct and indirect roles of an important chromatin regulator, BEND3, and, more broadly, they shed light on the regulation of bivalent promoters.

## INTRODUCTION

The development and life of organisms depend on the execution of precise transcriptional programs, which allow the different cell types to respond to stimuli and fulfill their biological function. Part of the information underpinning these programs is hardwired in the genome: promoters and enhancers drive the context-dependent expression of genes, in response to transcriptional regulators that recognize specific sequences (1). In addition to this sequence-based information, chromatin constitutes an additional regulatory layer that is vital for proper gene expression. Nucleosomes are omnipresent in the genome, and the modifications borne by their histone tails profoundly influence gene expression. This regulation occurs through modulating chromatin compaction and directly recruiting or repelling nucleosome remodelers, as well as transcriptional activators and repressors (2). These chromatin marks can be remodeled in response to certain cues and can be (at least partially) carried through mitosis, thereby constituting an epigenetic ‘memory’ (3).

Chromatin marks do not just turn genes ‘On’ or ‘Off’, at least one other state exists, the ‘Poised’ situation. Poised genes simultaneously harbor activating and repressive histone marks on their promoter, rendering it ‘bivalent’ (4). Bivalency is especially prevalent on key developmental genes, where it may facilitate their rapid induction during developmental transitions when they resolve into active or repressed states. Bivalency exists in different cell types, yet a particularly useful model to study bivalency is mouse ES cells, in which poised promoters were in fact initially discovered (5–7). Work with this system over the past 15 years has led to several key insights, yet the molecular foundations are not well understood. One important question that remains to be elucidated is: which factors maintain bivalent promoters in a poised state?

This paper aims to identify regulators of bivalent genes using minimally biased discovery tools (8). To accomplish this, we built a reporter cell line in mouse ES cells and carried out a primary CRISPR KO screen, followed by a custom secondary screen using Fluidigm screening. Through this approach, we discover that BEND3, a transcription factor previously known to act at ribosomal DNA (9), G4 quadruplexes (10) and pericentric heterochromatin (11,12), binds and regulates hundreds of bivalent promoters, via a consensus site that contains a CpG and is only bound when unmethylated. This confirms a recent report, which arrived at similar conclusions by independent approaches (13). Beyond confirming these data, we describe a new role of BEND3, as we show that *Bend3* loss leads to a decrease of DNA hydroxymethylation and a global increase of DNA methylation, which indirectly affect hundreds of non-bivalent genes.

## MATERIALS AND METHODS

### Cell culture

Mouse ES cells were grown on gelatin-coated dishes in serum/LIF medium containing DMEM/GlutaMAX supplemented with 15% fetal bovine serum (FBS), non-essential amino acids (NEAA), penicillin/streptomycin and 1000 U/ml leukemia inhibitory factor (LIF). For certain experiments, ESCs were adapted to 2i/Vitamin C/LIF medium containing serum-free DMEM-F12 and Neurobasal medium supplemented with 1% N2, 2% B27, 100 μg/ml ascorbic acid, 1 μM of PD0325901 and 3 μM of CHIR99021. The cells were incubated in a humidified atmosphere at 37°C under 5% CO_2_.

### Cloning of sgRNA, transfection and transduction in mES cells

Single guide RNAs (sgRNAs) were designed using Benchling/CRISPOR software. The sgRNAs were cloned into either vector PX459 (Addgene #62988) or vector lentiCRISPRv2 (Addgene #52961). For the transfection of ESCs, we used an Amaxa 4D nucleofector (Lonza). Lentiviral particles were produced by calcium phosphate transfection of HEK293T with psPAX2 and pMD2.G plasmids in a BSL3 tissue culture system. Oligonucleotide sequences are listed in Supplementary Table S1.

### Generation of DASH (dazl-mScarlet-Hygromycin^R^) reporter cell line

A P2A-mScarlet-T2A-HygroR reporter cassette (GenScript) was inserted in-frame into exon 6 of the mouse *Dazl* gene. The cassette was flanked by *Dazl* homology arms corresponding to the endogenous intron 5-exon 6 and intron 6 sequences, respectively. To prevent re-cutting by Cas9 after cassette insertion by homologous recombination, the Protospacer Adjacent Motif (PAM) sites of the two sgRNAs targeting *Dazl* exon 6 were mutated within the homology arms. The synthesized cassette was cloned into pUC57-Simple. Two sgRNAs targeting *Dazl* exon 6 were cloned into the pSpCas9(BB)-2A-GFP backbone (Addgene #48138). Homologous incorporation of the reporter cassette into one of the *Dazl* alleles was confirmed by PCR and sequencing. Oligonucleotide sequences are listed in Supplementary Table S1.

### Uhrf1 *KO: validation of DASH mES cells*

Two sgRNAs targeting *Uhrf1* exon 2 were designed, cloned in the PX459 vector and transfected into DASH cells to test the reporter, followed by a short pulse of 1 μg/ml puromycin for 24 h. Knockout efficiency was assessed by western blotting. Oligonucleotide sequences are listed in Supplementary Table S1.

### *CRISPR KO screen and generation of clonal* bend3 *KO lines*

The screen and the CRISPR KOs were performed as detailed in Gupta *et al.* (14). 

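Table S2 counts 345 guides over its 100 genes, and 182 sequences listed for these genes were held, 179 of them library guides. Of the 100 genes, 89 had at least 1 of these sequences. The counts used here are the upper part of a table ordered on 1 library, the sorted mScarlet-positive cells of screen 1, so guides with few counts in that library were not analysed here. Genes high in Table S2 were held more fully than the rest, with a median of 3.5 sequences over ranks 1 to 20 and a median of 1 sequence over ranks 21 to 100. For 20 genes as many sequences were held as Table S2 counts guides (for Mga these include a string of 41 bases that is not a library guide), among them Bend3, Spop, Dnmt1, Emc1 and Slc35b2 with 4 guides each. Across these 20 genes, the log2 fold changes between mScarlet-positive cells and puromycin-resistant cells followed the paper's values with a Spearman rho of 0.686. Genes are not independent replicates, so this value only describes the ordering. The histone demethylase Kdm5c, at rank 16 of Table S2, had 2 of its 4 guides in the counts and the zinc finger protein Zbtb14, at rank 18, had all 3, with log2 fold changes of 4.03 and 3.44 here.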

Screen results (top 100 hits) are listed in Supplementary Table S2.

### Microfluidic RT-qPCR (fluidigm): cDNA synthesis, RT-qPCR and analysis

Total RNA was extracted and quantified as described above. RNA quality and integrity were analyzed by capillary electrophoresis with the Fragment Analyzer (Agilent Technologies) to calculate the RNA quality number (RQN) for each sample. Defined on a scale ranging from 1 to 10, the mean RQN of the 52 samples was 9.9, indicating very good RNA quality. The cDNA synthesis was performed using Reverse Transcription Master Mix (Fluidigm) according to the manufacturer's protocol in a final volume of 5 μl containing 200 ng total RNA. Reverse transcription was performed using a Nexus Thermocycler (Eppendorf) with the following parameters: 5 min at 25°C, 30 min at 42°C followed by heat-inactivation of reverse transcriptase for 5 min at 85°C and immediately cooled to 4°C. cDNA samples were diluted 5× by adding 20 μl of low TE buffer (10 mM Tris, 0.1 mM EDTA, pH 8.0) (TEKNOVA) and stored at –20°C before specific target pre-amplification. Diluted cDNA was used for multiplex pre-amplification in a total volume of 5 μl containing 1 μl of 5× PreAmp Master Mix (Fluidigm), 1.25 μl of cDNA, 1.25 μl of pooled assay (Exiqon) with an original concentration of each assay of 10 μM and 1.5 μl of nuclease-free water. The cDNA samples were subjected to pre-amplification with the following conditions: 95°C for 2 min, followed by 10 cycles at 95°C for 15 s and 60°C for 4 min. The pre-amplified cDNA was diluted 5× by adding 20 μl of low TE buffer and stored at –20°C before RT-qPCR. The expression of 48 target genes was quantified in 52 samples by quantitative PCR using the high-throughput platform BioMark HD System on two 48 × 48 GE Dynamic Arrays (Fluidigm). Pre-amplified cDNA was used in a total volume of 15 μl containing 7.5 μl of 2× Gene Expression PCR Master Mix (Thermo Fisher Scientific), 3 μl of pre-amplified cDNA, 0.75 μl of 20× EvaGreen (Biotium), 1.5 μl of each primer (Exiqon) and 2.25 μl nuclease-free water. Thermal conditions for qPCR were: 50°C for 2 min before initial heat-activation of DNA polymerase at 95°C for 10 min, followed by 40 cycles at 95°C for 15 s and 60°C for 1 min. Melt curve analysis was performed with an increase of 0.2°C/s, starting from 65°C for 5 s and ending at 95°C. The parameters of the thermocycler were set with ROX as a passive reference and a single probe EvaGreen as a fluorescent detector. To determine the quantification cycle Cq, data were processed by an automatic threshold for each assay, with linear derivative baseline correction using BioMark Real-Time PCR Analysis Software 4.0.1 (Fluidigm). The quality threshold was set at the default setting of 0.65. Second data analysis was performed using R software to measure the relative gene expression using the comparative Cq method with the efficiency corrected method of Pfaffl, after normalization with reference genes (Cq mean of *Actinb*, *Ppia* and *Rplp0*). Fold change between experimental and control groups was calculated for each sample as the difference of Cq between reference genes and the gene of interest (GOI) in control and experimental conditions.

### Flow cytometry

The number of cells expressing mScarlet was determined in the ImagoSeine Core Facility (Institut Jacques Monod) using the Influx or FACSAria Fusion cell sorter (BD Biosciences) with yellow laser (561 nm). The percentage of positive cells was determined by flow cytometry using the mScarlet signal intensity threshold (minus background fluorescence from wild-type mESCs). Data were analyzed using FlowJo software (BD Biosciences).

### Isolation of genomic DNA

Genomic DNA was isolated from cells by a 200 μg/ml proteinase K treatment at 55°C overnight, followed by 20 μg/ml RNase A treatment at 37°C for 1 h, and extraction using the standard phenol/chloroform/alcohol method. Genomic DNA was suspended in water and quantified with the Qubit dsDNA BR Assay kit on a Qubit 2.0 Fluorometer (Thermo Fisher Scientific) system (Agilent), and only samples with DNA Integrity Number >9 were used for subsequent analysis.

### Identification of CRISPR-induced mutation

Genomic DNA was isolated as described above. sgRNA target region amplicons were generated by PCR using 100 ng genomic DNA, 100 nM primers and Platinum Taq polymerase (Thermo Fisher Scientific). The amplicons were then sequenced. Oligonucleotide sequences are listed in Supplementary Table S1.

### Rescue experiments, piggyBac system

In the rescue experiments, the *Bend3* coding sequence was synthesized (GenScript), with silent mutations incorporated within the PAM to prevent cutting by the sgRNAs that may still be expressed in the KO clone cell lines. This CDS sequence was cloned into a piggyBac vector and co-transfected with PB transposase for stable insertion (15). Empty piggyBac vectors served as controls. Transfected cells were selected with 5 μg/ml of blasticidin for 5 days and processed for phenotypic and molecular assays.

### RT-qPCR

Total RNA was extracted from cells using the RNeasy Plus Mini kit (Qiagen) and quantified using the Qubit RNA BR Assay kit on a Qubit 2.0 Fluorometer (Thermo Fisher Scientific). One microgram of total RNA was reverse transcribed using SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific) and Oligo dT primers (Promega). *Actinb*, *Ppia* and *Rplp0* were used for normalization. Oligonucleotide sequences are listed in Supplementary Table S1.

### Western blotting

Cells were harvested and lysed in RIPA buffer with protease inhibitors (Thermo Fisher Scientific), sonicated in a Bioruptor (Diagenode) with 30s ON/30s OFF for 5 min, then centrifuged at 16 000g for 5 min at 4°C. The supernatant was collected and quantified by BCA assay (Thermo Fisher Scientific). Thirty micrograms of protein extract per sample were mixed with NuPage 4× LDS Sample Buffer and 10× Sample Reducing Agent (Thermo Fisher Scientific) and denatured at 95°C for 5 min. Samples were separated in precast SDS-PAGE 4–12% gradient gels (Thermo Fisher Scientific) at 120 V electrophoresis for 90 min and blotted onto a nitrocellulose membrane (Millipore). The membranes were blocked with 5% fat-free milk/PBS for 1 h at RT and incubated overnight at 4°C with the appropriate primary antibody; after washing three times with PBS/0.1% Tween20, the membranes were incubated with homologous fluorescent secondary antibodies and visualized with the LI-COR Odyssey-Fc imaging system. The following antibodies were used in this study: α-BEND3 (Abcam #ab220896, 1:1000), α-DAZL (Abcam #ab34139, 1:500), α-DNMT3A (Cell Signaling #3598, 1:500), α-DNMT3B (Novus #56514, 1:500), α-UHRF1 (SCBT #98817; 1.1000): 1000), α-V5 (Abcam #ab206566, 1:1000), α-TUBULIN (Abcam #7291, 1:1000) and α-GAPDH (Abcam #ab9485, 1:1000). The following secondary antibodies were used in this study: IRDye 800CW Donkey α-Rabbit (Licor #926-32213, 1:5000) and IRDye 680RD Donkey α-Mouse (Licor #926-68072, 1:5000).

### DNA methylation analysis: luminometry methylation assay (LUMA)

To assess global CpG methylation, 500 ng of genomic DNA was digested in parallel reactions with MspI + EcoRI and HpaII + EcoRI (NEB), with EcoRI as an internal reference. The rate of CpG methylation is defined as the HpaII/MspI ratio. Samples were analyzed using a PyroMark Q24 Advanced Pyrosequencer (Qiagen).

### DNA methylation analysis: LC–MS/MS

Genomic DNA was extracted with RNase A as described above, plus an additional digestion step: 1 μg of DNA was treated with 10U DNA Degradase Plus (ZymoResearch) at 37°C for 4 h, followed by inactivation of the enzyme at 70°C for 20 min and then Amicon Ultra-0.5 ml 10 K centrifugal filters (Merck Millipore) were used to filter the solution. The reaction mixture retained on the centrifuge filter was processed for LC–MS/MS analysis; analysis of total 5-mdC and 5-hmdC concentrations was performed using a Q exactive mass spectrometer (Thermo Fisher Scientific). The instrument was equipped with an electrospray ionization source (H-ESI II Probe) coupled to an Ultimate 3000 RS HPLC (Thermo Fisher Scientific). A ThermoFisher Hypersil Gold aQ chromatography column (100 mm × 2.1 mm, 1.9 μm particle size) heated to 30°C was injected with digested DNA. The flow rate was set to 0.3 ml/min and the column was run for 10 min in isocratic eluent consisting of 1% acetonitrile in water containing 0.1% formic acid. Parent ions were fragmented in positive ion mode, parallel reaction monitoring (PRM) mode at 10% normalized collision energy; MS2 resolution was 17 500, AGC target was 2e5, maximum injection time was 50 ms, and separation window was 1.0 *m*/*z*. The inclusion list contained the following masses: dC (228.1), 5-mdC (242.1) and 5-hmdC (258.1). Extracted ion chromatograms (±5 ppm) of basic fragments were used for detection and quantification (dC: 112.0506 Da; 5-mdC: 126.0662 Da; 5-hmdC: 142.0609). Calibration curves were previously generated using synthetic standards in the ranges of 0.2–10 pmol injected for dC and 0.02 to 10 pmol for 5mdC and 5hmdC. Results were expressed as % of total dC.

### RNA-sequencing: library preparation

A total amount of 1 μg total RNA per sample was used as input material for the RNA sample preparations. RNA samples were spiked with ERCC RNA Spike-In Mix (Thermo Fisher Scientific). Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB) following the manufacturer's recommendations. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First-strand cDNA was synthesized using a random hexamer primer and M-MuLV Reverse Transcriptase (RNase H–). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. In the reaction buffer, dNTPs with dTTP were replaced by dUTP. The remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated to prepare for hybridization. To select cDNA fragments of preferentially 250–300 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter). Then 3 μl USER Enzyme (NEB) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. Lastly, products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

### RNA-sequencing: read alignment

FASTQ reads were trimmed using Trimmomatic (v0.39) and parameters: ILLUMINACLIP:adapters.fa:2:30:10 SLIDINGWINDOW:4:20 MINLEN:36. Read pairs that survived trimming were aligned to the mouse reference genome (build mm10) using STAR (v2.7.5c) and default single-pass parameters. PCR duplicate read alignments were flagged using Picard-tools (2019) MarkDuplicates (v2.23.4). Uniquely aligned, non-PCR-duplicate reads were kept for downstream analysis using Samtools view (v1.10) and parameters: -q 255 -F 1540. Gene expression values were calculated over the mm10 NCBI RefSeq Genes annotation using VisRseq (v0.9.12) and normalized per million aligned reads per transcript length in kilobases (RPKM). Bigwig files were generated using deeptools bamCoverage (v3.3.0) using counts per million (CPM) normalization and visualized in IGV (v2.8.9).

### RNA-seq: differential expression and PCA plots

DESeq2 (v1.30.0) was employed using apeglm LFC shrinkage to calculate differential expression (Supplementary Table S3). Genes or transposable elements were categorized as significantly differentially expressed if they showed an expression fold-change ≥2 and associated adjusted *P*-value <0.01. PCA plots were generated using variance-stabilized RNA-seq read counts using ‘varianceStabilizingTransformation’, and plotted using the DESeq2 function ‘plotPCA’ and visualized using the R package ‘ggplot2’ (v3.3.3) in R (v4.0).

### RNA-seq: transposable element quantification

RepeatMasker (last updated 2012-02-06) was downloaded from the UCSC Table Browser. To measure the expression of transposable element families, PCR duplicates were removed and all reads, including uniquely mapped and multi-mapped reads, were enumerated using VisRseq. Multi-mapped reads were counted once, and all individual elements were aggregated to calculate family-wide expression in read count (for differential expression analysis) and RPKM values.

### Chromatin immunoprecipitation (ChIP-seq)

Ten million cells were cross-linked (1% formaldehyde, 5 min RT); the cross-linking stopped by adding glycine at 125 mM final). After a PBS wash the cells were resuspended in swelling buffer (0.5% NP-40, 0.85 mM KCl, 1 mM PMSF, 5 mM PIPES pH 8.0; protease inhibitors) and incubated on ice for 20 min. After centrifugation, the cell nuclei were resuspended in IP Buffer (0.1% SDS, 1% Triton X-100, 3 mM EDTA, 1 mM PMSF, 150 mM NaCl, 25 mM Tris–HCl pH 8.0; with protease inhibitors) and sonicated in a Bioruptor Pico (Diagenode) for 5 min (30 s ON/30 s OFF continuously) to generate 200–500 bp fragments. The fragmented chromatin (50 μg) was immunoprecipitated overnight at 4°C in IP buffer with 1 μg of antibody. The following antibodies were used in this study: α-BEND3 (Abcam #ab220896), α-V5 (Abcam #ab206566), IgG (Abcam #ab46540). Subsequent steps were performed using the Pierce Magnetic ChIP Kit (Thermo Fisher Scientific). The resulting DNA was purified using the ChIP DNA Clean&Concentrator Kit (Zymo Research), and libraries were prepared using the KAPA HyperPrep Kit (Roche) according to the manufacturer's instructions.

### ChIP-seq analysis

FASTQ reads were trimmed with Trimomatic (v0.39), parameters ILLUMINACLIP:ILLUMINA_adapters.fa:2:30:10 SLIDINGWINDOW:4:20 MINLEN:36 Alignment of trimmed reads was performed in –local mode in Bowtie2 (v2.4.1). After alignment, duplicate-marked bam files were created using Picard (v2.23.4) CleanSam, SamFormatConverter, SortSam and Markduplicates. The resulting bam files were then converted to bigwig with deptools (v3.3.0) Bamcoverage and the option –ignoreDuplicates -normalizeUsing CPM -minMappingQuality 10 -ignoreForNormalization chrX chrY chrM. Peaks were called using MACS2 with default settings and motif enrichment analysis was carried out in HOMER. For datasets that were already publicly available, SRA files were downloaded from NCBI GEO using the Eearch and efetch utilities (v15.9) and converted to FASTQ using SRAtoolkit (v2.8.0). Published datasets were reanalyzed from GSE98149 (16).

### Whole-genome-bisulfite sequencing (WGBS)

Genomic DNA was extracted as described for LC–MS/MS; library preparation for WGBS was performed using the previously described tPBAT protocol (17,18). For library preparation, 100 ng of genomic DNA spiked with 1% (w/w) unmethylated lambda DNA (Promega) was used. Sequencing was performed by MacroGen Japan, Inc. using a HiSeq X Ten system; 8 lanes were allocated for analysis of 20 samples. Sequenced reads were mapped in BMap and compiled in an in-house pipeline as previously described, and custom scripts were archived using GitHub (https://github.com/FumihitoMiura/Project-2). Basic metrics for the methylome data are described in Supplementary Table S4. DNA methylation levels on CpGs covered by at least five reads were averaged over the target region of 2 kb bins genome-wide, over CpG island (cpgIslandExt, *n* = 16 023, last updated 2012-02-09), enhancer elements (Ensembl Regulatory features release 81, *n* = 73 796), promoters (NCBI Refseq, TSS ± 1 kb, *n* = 24 371), gene bodies and transposable elements (RepeatMaster, *n* = 5 147 736).

## RESULTS

### Principle of the genetic screen

Epigenetic silencing is dynamic in mouse ES cells and responds to culture conditions. In particular, a number of genes are expressed in 2i condition, but are repressed when the cells are switched to serum (Figure 1A). The principle of our screen was to select one such gene and replace it with selectable markers to carry out a CRISPR KO screen in serum, and to positively select the cells in which the KO caused a loss of silencing (Figure 1A). To select the gene in question, we considered three criteria: mechanism(s) of epigenetic repression, biological function(s) of the gene and expression level in repressed and induced condition (to ensure high enough expression of the selection markers). These criteria led us to select *Dazl* as our target of choice. *Dazl* encodes an RNA-binding protein which is critical during gametogenesis (19), but it is also expressed during other developmental events, as in the 2-cell-embryo (20). The promoter of *Dazl* overlaps a large CpG island (1.1 kb); in serum-grown ES cells, the 5′ half of the CpG island is heavily methylated on CpGs, while the 3′ half is mostly void of DNA methylation. In addition, the promoter of *Dazl* contains both the activating H3K4me3 and the repressive H3K27me3 marks and can therefore be classified as a bivalent promoter (Figures 1B and S1A). *Dazl* expression is low in serum, however genetic experiments have shown that this repression can be lifted either by impeding DNA methylation (21,22), or by interfering with the ncPRC1.6 complex (23,24). One of our goals was to identify new actors in this process (Figure 1C).

**Figure 1.**
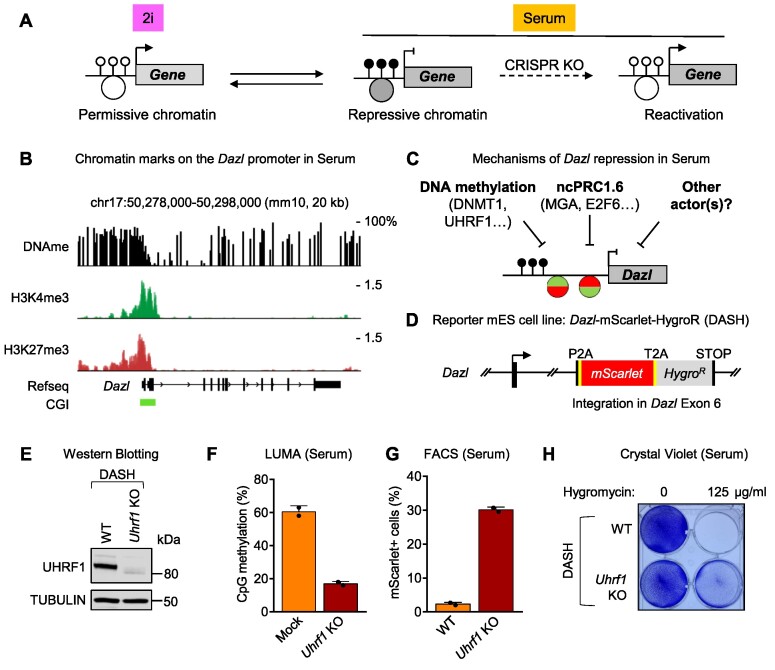
Principle of the reactivation screen, generation and validation of the DASH reporter cell line. (**A**) Mouse ES cells can be grown in 2i medium or in serum. A number of genes acquire DNA methylation (black lollipops) and repressive histone marks (large gray circle) in serum, which inhibits their expression. Performing a CRISPR loss-of-function screen in serum should lead to the identification of repressors. (**B**) The *Dazl* gene promoter contains a methylated CpG island, the activating histone mark H3K4me3 and the repressive histone mark H3K27me3: it is bivalent. (**C**) DNA methylation and the ncPRC1.6 complex are already known to repress *Dazl* expression in serum. We searched for new repressors. (**D**) We built the DASH reporter cell line, in which two positively selectable markers (mScarlet and HygroR) are inserted into exon 6 of *Dazl*. The other allele of *Dazl* in DASH cells is WT. (**E**) CRISPR KO of *Uhrf1* in DASH cells is confirmed by western blotting. (**F**) LUMA confirms that *Uhrf1* KO in DASH cells leads to a global loss of DNA methylation. (**G**) *Uhrf1* KO in DASH cells results in mScarlet reactivation. (**H**) *Uhrf1* KO in DASH cells results in Hygromycin resistance; surviving cells stained with crystal violet.

Having chosen *Dazl* as our reporter gene of interest, we then used CRISPR/Cas9-guided homologous recombination to insert two selectable markers in the gene: mScarlet, encoding a bright red fluorescent protein (25), and Hygro^R^, a bacterial enzyme that renders cells resistant to Hygromycin. The two markers were inserted in-frame in the *Dazl* exon 6 and were separated by self-cleaving peptides (Supplementary Figure S1B). Recombinant clones were picked and characterized by genomic PCR and sequencing. One heterozygous integrant was further characterized; it contains one wild-type *Dazl* allele, and the mScarlet-Hygro^R^ insertion in the other allele (Figure 1D). We will refer to this line as the DASH (*Dazl*-Scarlet-Hygro) reporter line.

We next carried out a proof-of-concept experiment to verify that the selectable markers could be induced in serum upon the KO of an epigenetic repressor. For this, we used CRISPR to knock out a key factor in DNA methylation maintenance, UHRF1 (Supplementary Figures S1C and S1E). As expected (26,27), the *Uhrf1* KO caused a global loss of DNA methylation as seen by LUMA (Figure 1F). The DASH cells grown in serum became mScarlet-positive and Hygromycin-resistant upon *Uhrf1* KO (Figures 1G, H, and S1D), confirming the feasibility of a genetic screen.

### Primary screen

We grew the DASH cells in serum and infected them with a lentiviral library of ∼80 000 vectors co-expressing Cas9 and sgRNAs targeting ∼20 000 genes (28). The multiplicity of infection was ∼0.1, the coverage ∼150 infected cells per guide and two independent screens were carried out in parallel. 

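Guide counts were used from 6 populations of each screen. These were the plasmid library, the infected cells that survived puromycin at day 8 (Puro+), the cells in the lower hygromycin step at day 10 (Hygro50), the cells after the higher hygromycin step (Hygro125), and the cells sorted as mScarlet-negative (HygroSca-) or, at day 21, as mScarlet-positive (HygroSca+). The authors amplified the guide cassettes by PCR, sequenced them and counted the reads of each guide, and the counts carry no molecular identifiers. The deposited table is ordered from high to low on HygroSca+ of screen 1, and the part used here stops at 87 counts in that library. It held 6331 distinct sequences listed for 5592 genes, 839 of which had 2 or more sequences and 92 had 3 or more. Guides with fewer counts in HygroSca+ of screen 1 were not analysed here, so the sequencing depth of each library is not known. Summed over the sequences held, counts in screens 1 and 2 were 3056619 and 1067336 in HygroSca+, 2066497 and 820930 in HygroSca-, 2357413 and 718769 in Hygro125, 619692 and 350743 in Hygro50, and 640709 and 527973 in Puro+. The plasmid library was counted in 2 columns (938954 and 828560 counts), which differed by no more than the sampling noise (chi-square over degrees of freedom of 1.00) and were taken as 1 sample. For the other populations this ratio lay between 20.4 and 379. It covers counting noise only and cannot tell separate screens from separate amplifications of 1 sample. Screens 1 and 2 were taken as separate samples because the paper describes 2 independent screens. No count from 1 to 4 occurred in any library, so a guide at 0 may have had up to 4 reads. Of the 6331 sequences, 6257 were 21 bases long, and in all 6130 of these that had a single site the sequence was a guide of 20 bases with an added G on the guide strand. Of all sequences, 6184 matched exactly 1 site beside an NGG motif in GRCm38, the mm10 assembly. Of the guides with a single site, 97.1% of guide-gene pairs lay inside the gene they were listed for.

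Genes were ranked by robust rank aggregation, the method behind MAGeCK. Counts were scaled by the median ratio over the guides held, averaged over both screens and given a z score from a model of the mean and variance. A gene's p came from comparing its guides with the same number of random guides from the table, drawn 559200 times for HygroSca+ against Puro+, which allows no p below 1.79e-06, and was adjusted by the Benjamini-Hochberg method (FDR). Puro+ was the control because it is the infected population before hygromycin; the paper's text does not name its control library. These p-values set guides against other guides within the libraries and do not measure the spread between screens. Screen 2 alone, which had no part in the ordering of the table, was ranked in the same way. The guides ranked were still those held for their screen 1 counts, so this ranking is not independent of screen 1. Puro+ followed the plasmid library less closely in screen 1 than in screen 2. The Spearman rho across guides was 0.387 in screen 1 and 0.815 in screen 2. There were 436 sequences at 0 in Puro+ of screen 1 and 74 in that of screen 2. Fold changes against Puro+ in screen 1 rest on that library.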

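Fewer guides were detected at each step from the puromycin selection to the sort in screen 2. A guide at 0 is not always lost, since some guides at 0 in Hygro50 had counts at later steps. Of the 6331 sequences held, 98.8% (95% Wilson interval 98.5% to 99.1%) were detected in Puro+ cells of screen 2, 58.5% (57.3% to 59.7%) in Hygro50, 45.3% (44.1% to 46.5%) in Hygro125 and 21.7% (20.7% to 22.7%) in HygroSca+. These intervals treat the guides as independent draws and cover neither the sampling of reads nor the spread between screens. Guides against the DNA methylation factor Uhrf1 were higher in HygroSca+ than in Puro+. The guide GGTCATGGCCAACTATAACG, which targets coding exon 5 of Uhrf1 (chromosome 17 of GRCm38, 56312150 to 56312169), had 34 counts in Puro+, 82 in Hygro50, 1283 in Hygro125 and 7257 in HygroSca+ of screen 2. In screen 1 it had 18, 52, 4194 and 4481 counts at these steps. A second guide, AAGCGGATGACAAGACTGTG in coding exon 3 (56309530 to 56309549), went from 81 counts in Puro+ to 0 in Hygro50, 113 in Hygro125 and 513 in HygroSca+ in screen 2, and from 71 to 0, 1384 and 3088 in screen 1. The share of counts in the 64 most abundant guides (the top 1%) rose from 1.98% in Puro+ to 59.9% in HygroSca+ of screen 2. Screen 1 cannot be read in this way, because the sequences were kept for their HygroSca+ counts in that screen.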

After an initial Puromycin selection to eliminate non-infected cells, Hygromycin selection was applied and the fluorescent cells were purified by FACS (Figure 2A). The sgRNAs present in these cells were amplified by PCR and sequenced by NGS, and the sequencing data statistically analyzed using MAGeCK (29). This procedure yielded an ordered list of candidates, ranked by *P*-value, and a highly stringent cutoff (*P*-value lower than 5 × 10^−6^ and FDR lower than 0.01) yielded a list of 12 hits (Figure 2B). 

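Guides against the 12 hits started at or below the level of other guides in puromycin-resistant cells and rose to far higher counts in the sorted cells. Table S2 counts 45 guides for these genes, and 40 library guides were held, all of them at 1 site in a coding exon. Their median count was 69.5 in Puro+ and 3113 in HygroSca+ of screen 1, and 81.5 and 3157 in screen 2. The median over all sequences in Puro+ was 91 in screen 1 and 82 in screen 2. In raw counts, 39 of the 40 guides were higher in HygroSca+ than in Puro+ in both screens, and the exception was 1 guide against Mga. These counts are not scaled for library size. The sequences held summed to 3056619 counts in HygroSca+ and 640709 in Puro+ of screen 1, and to 1067336 and 527973 in screen 2. A small rise is therefore not an enrichment, as for an Emc1 guide that went from 1397 to 1904 counts in screen 1. In HygroSca+ of screen 2, 39 of the 40 were detected, which is 97.5% (95% Wilson interval 87.1% to 99.6%), against 21.9% (20.9% to 23.0%) of all library guides held and 22.8% (18.7% to 27.5%) of 346 guides against olfactory receptors. The paper chose these 12 genes on the sorted cells of these screens, so their high share restates that choice.

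In the ranking of HygroSca+ against Puro+ over both screens, 4 of 5592 genes passed the paper's cutoff, namely Ptpn11, Spop, Bend3 (p = 1.79e-06 and FDR 0.00333 each, the smallest p the draws allow) and Tcf7l1 (p = 3.58e-06, FDR 0.00500). By the same permutation of guides, Mga (p = 5.36e-06, FDR 0.00600) and Grb2 (p = 8.94e-06, FDR 0.00833) passed on the FDR alone, and the value of Mga rests in part on a string of 41 bases listed for it that is absent from the plasmid library (p = 9.39e-05, FDR 0.0467 without such strings, a setting chosen after the data were seen). The number past the cutoff was 2 with guides ranked by log2 fold change or with Hygro50 as control, and 0 with HygroSca- as control. With the screen as a replicate block, chosen after the data were seen, it was 3, without Tcf7l1. At an FDR under 0.05 there were 11 genes, 8 of them among the 12, and the others were Kmt2d, Smad7 and B3gat3, all of them in Table S2. All 12 hits were among the first 20 genes. Each of the 12 had 2 or more guides held, while 4753 of the 5592 genes had 1, so these ranks in part restate which guides were held. In screen 2 alone, 12 genes had an FDR under 0.05, and 11 of them were among the 12 hits. The remaining hit, Uhrf1, had 2 of its 4 guides in the table and an FDR of 0.717, and the gene added was B3gat3. In screen 1 alone, by which the guides held were chosen, only Ptpn11 had an FDR under 0.05. From the ranking by MAGeCK, the paper takes the genes past its cutoff as its hits (Figure 2B), and it states that the known repressors of Dazl were expected among them and that their presence supports the validity of the screen.

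**Figure D1:**
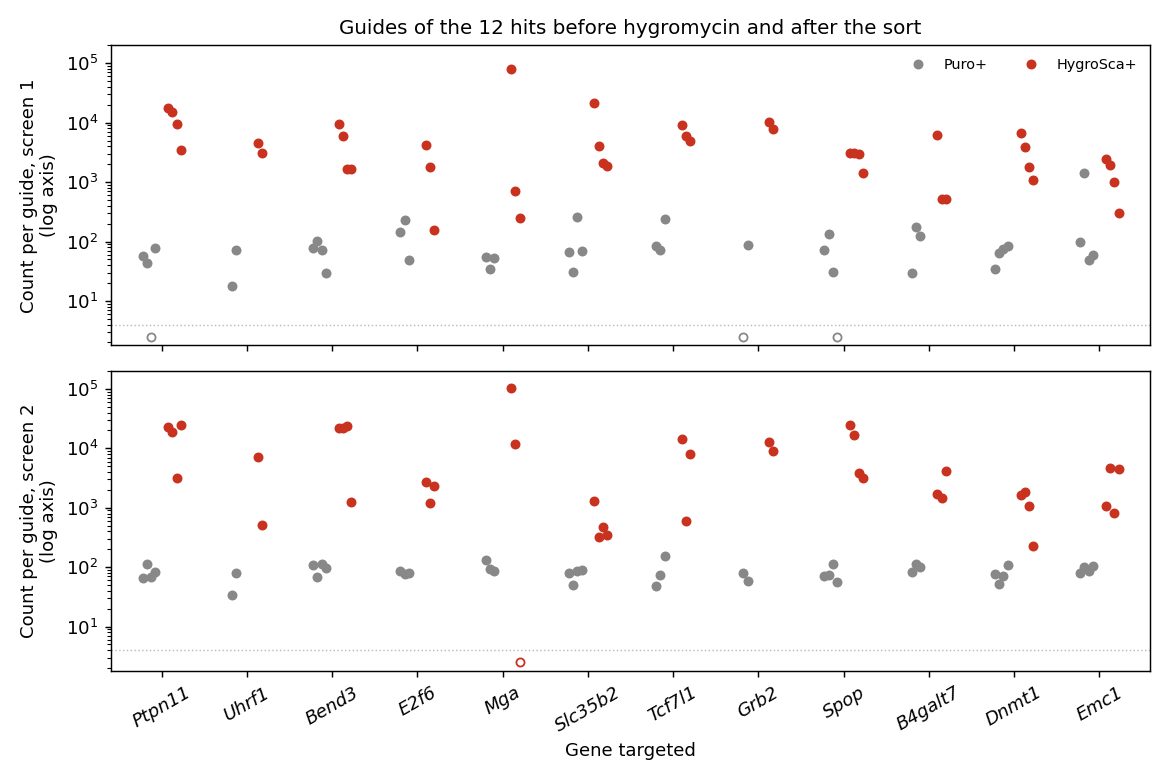
Counts of each guide against the 12 hits, on a log axis, in puromycin-resistant cells (Puro+, grey) and in sorted mScarlet-positive cells (HygroSca+, red) of screens 1 and 2. Each point is 1 guide, guides of a gene stand in the same order in every group, and open circles under the dotted line are guides at 0. Counts are raw and not scaled for library size. Of the 40 guides, 39 lie higher in HygroSca+ than in Puro+ in both screens.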

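Guides against the maintenance methylation enzyme Dnmt1 and its partner Uhrf1, and against E2f6 and Mga, which belong to the ncPRC1.6 complex, had higher raw counts in the mScarlet-positive cells than in Puro+ for all guides held but 1. Over both screens the FDR of HygroSca+ against Puro+ was under 0.05 for Mga only. It was 0.0686 for Dnmt1, 0.0686 for E2f6 and 0.197 for Uhrf1 (robust rank aggregation). Without the sequences absent from the plasmid library, a setting chosen after the data were seen, it was 0.0467 for Mga and Dnmt1. In that setting it was 0.0492 for E2f6 and 0.0761 for Uhrf1. Mga had the most abundant guide of the table. This guide, ACTGGAATCAACAACAATCG (coding exon 16, chromosome 2 of GRCm38, 119946240 to 119946259, minus strand), went from 54 counts in Puro+ to 79604 in HygroSca+ of screen 1 and from 132 to 102399 in screen 2. A second Mga guide, TGACCTCTGATGTACATACG (coding exon 13, 119935197 to 119935216), reached 719 and 11930 counts in HygroSca+. The third, AGAGCCTAATTGGAAATACC (coding exon 3, 119917001 to 119917020), reached 245 counts in screen 1 and was at 0 in HygroSca+ of screen 2, so Mga rested on 2 guides there. The 3 guides held for E2f6 all lie in coding exon 3 (chromosome 12, between 16818864 and 16819065). The E2f6 guide CAACTCACATCCACCGAATG had 4227 and 2679 counts in HygroSca+ of screens 1 and 2, ACCAGTGACACATCAAACCG had 1790 and 1185, and TTAAGTCAAGAATGCCCCCA had 159 and 2309, from 49 to 229 counts in Puro+. The 4 guides against Dnmt1 lie in coding exons 18, 28, 20 and 5 of 39 (chromosome 9, between 20915805 and 20940499). In screen 2 their raw counts went from 76 to 1671 (ACCTCGGGCCAATCAATCAG), from 52 to 1812 (CAGAGCCCTATCGCATCGGT), from 72 to 1073 (TAATGTGAACCGGTTCACAG) and from 107 to 224 (CATCACGGCTCACTTCACGA). The median log2 fold change of Dnmt1 was 3.60 in screen 1 and 2.88 in screen 2, and that of Uhrf1 was 5.03 and 3.90, after scaling on guides held.

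In screen 2 alone, the FDR of HygroSca+ against Puro+ was 0.0113 for E2f6, 0.0311 for Mga, 0.0418 for Dnmt1 and 0.717 for Uhrf1 (robust rank aggregation). In screen 1 alone, E2f6 was at rank 986, with a median log2 fold change of 1.32.

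Between the sort gates, the median of log2(HygroSca+/HygroSca-) over guides in screens 1 and 2 was 1.39 and 2.46 for Dnmt1, 0.93 and 3.32 for Uhrf1, 4.23 and 2.91 for E2f6, and 1.42 and 7.69 for Mga. The median over all genes held was 1.27 in screen 1, where the guides were kept for high HygroSca+ counts, and -2.06 in screen 2. In screen 1, Dnmt1, Mga and Uhrf1 were thus near or below this background and E2f6 was above it, and in screen 2 all 4 genes were above it. The background includes guides of low abundance. Among guides outside the 12 hits with at least 500 counts in Hygro125, the median was -0.26 in screen 1 and -1.05 in screen 2. In screen 1 most guides of Dnmt1, Mga and Uhrf1 had that many counts, and these 3 genes lay above that median. No test of this difference was made. No gene had an FDR under 0.05 in HygroSca+ against HygroSca- in either screen or over both, but Mga and Ptpn11 passed the paper's cutoff over both screens when guides under 10 counts in HygroSca- were dropped. A count of 0 was set to 5, the lowest count above 0 in the table.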

Four of the top 12 hits (ranked #2, 4, 5 and 11 and shown in light blue in Figure 2B) correspond to factors already known to repress *Dazl*: UHRF1, E2F6, MGA and DNMT1. Their presence on the list was expected and supports the validity of the screen. Five of the hits (in light green in Figure 2B) correspond to genes involved in pluripotency or in Heparan Sulfate synthesis.

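Guides against Ptpn11 and Grb2, which carry signals from FGF receptors to ERK, rose in every library of sorted mScarlet-positive cells. The 4 guides held for Ptpn11 lie in coding exons 3, 4, 5 and 10 of 16 (chromosome 5 of GRCm38, between 121149186 and 121167945). They had between 3478 and 17450 counts in HygroSca+ of screen 1 and between 3130 and 24313 in screen 2, from at most 113 counts in Puro+. Both guides against Grb2, AATACTTCCCGGCTCCGTCG (coding exon 5, chromosome 11, 115646823 to 115646842) and AAGAAATGCTCAGCAAACAG (coding exon 4, 115649839 to 115649858), rose as well, to 10301 and 7882 counts in screen 1 and to 12672 and 8937 in screen 2. Tcf7l1, a transcription factor that opposes the naive state, had 3 guides between 4945 and 9248 counts in HygroSca+ of screen 1 and between 591 and 14503 in screen 2. Of a list of 21 genes of FGF and ERK signaling, 12 were in the table and 5 of these had 2 or more guides, and 15 of the 20 guides were detected in HygroSca+ of screen 2, or 9 of 14 without the hits and 3 of 8 without any gene of Table S2.

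The second group makes heparan sulfate, the cell-surface sugar chain that FGF receptors need. Slc35b2 brings the sulfate donor into the Golgi, and B4galt7 adds the first galactose of the linker on which the chain is built. The 4 guides against Slc35b2 (coding exons 3 and 4, chromosome 17, between 45565001 and 45566789) had between 1832 and 21162 counts in HygroSca+ of screen 1 and between 327 and 1279 in screen 2. The 3 guides against B4galt7 all lie in coding exon 3 (chromosome 13, between 55607203 and 55607385) and had 6157, 525 and 512 counts in screen 1 and 1702, 1462 and 4165 in screen 2. The median log2 fold change of B4galt7 was 0.38 in screen 1 and 3.06 in screen 2. Of 23 genes of heparan sulfate synthesis, 17 were in the table, 12 with 2 or more guides, and 30 of their 41 guides (73.2%, 95% Wilson interval 58.1% to 84.3%) were detected in HygroSca+ of screen 2, or 23 of 34 without the hits and 6 of 15 without any gene of Table S2. Table S2 had been seen when the list was written. B3gat3, another enzyme of the linker, had all 4 guides detected. By robust rank aggregation its FDR was 0.0113 in screen 2, while in screen 1 it was at rank 1824 with a median log2 fold change of 0.90. The median ratio of HygroSca+ to HygroSca- was 14.3 and 11.1 for Ptpn11 in screens 1 and 2, 14.9 and 17.0 for Grb2, 2.69 and 6.44 for B4galt7, 2.76 and 0.854 for Slc35b2, and 1.44 and 1.21 for Tcf7l1. These ratios are unscaled, and the background of all genes in each screen is given with the known repressors.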

**Figure 2.**
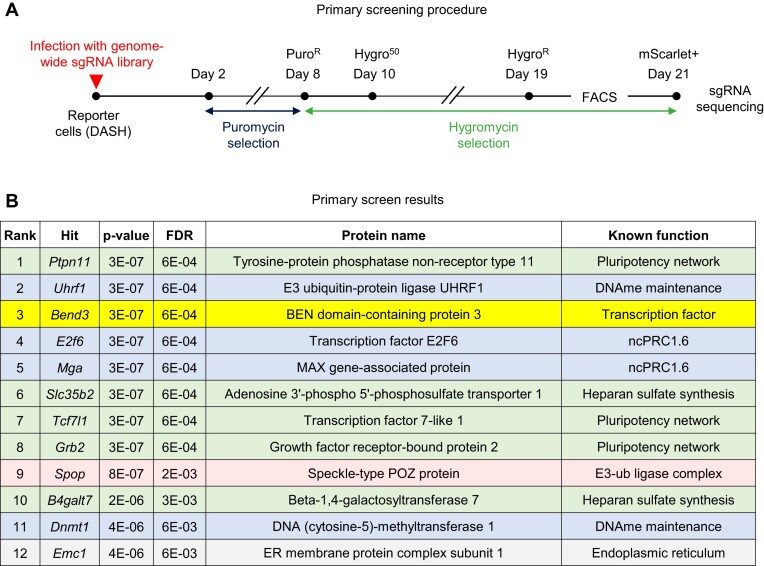
Primary screening approach and results. (**A**) Timeline of the genetic screen. (**B**) Results of the MAGeCK analysis. The top 12 hits are shown, color-coded according to class. The hits in blue were already known and were expected in the list. The hits in green influence cellular pluripotency. Pink, red and yellow: other hits.

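The other hits were Bend3, Spop and Emc1. Guides of Bend3 were more abundant in the mScarlet-positive gate than those of Spop and Emc1, relative to the mScarlet-negative gate, and no test of this difference was made. Bend3 encodes a chromatin protein, and its guides were higher in the mScarlet-positive than in the mScarlet-negative gate for 4 of 4 guides in both screens, with a median ratio of 4.10 in screen 1 and 9.83 in screen 2. Spop encodes an adaptor of a ubiquitin ligase, and its 4 guides had a median ratio of 2.25 and 1.05. Emc1 encodes a subunit of the ER membrane complex, and all 4 of its guides were lower in the mScarlet-positive gate of screen 1 (median ratio 0.295), with 2 of 4 lower in screen 2 (median ratio 0.967). The ratios are unscaled. Against the median over all genes held, Bend3 was above it in both screens, Spop near it in screen 1 and above it in screen 2, and Emc1 below it in screen 1 and above it in screen 2. Guides outside the 12 hits with at least 500 counts in Hygro125 had median log2 ratios of -0.26 in screen 1 and -1.05 in screen 2. Spop (1.17 and 0.06) was above these in both screens. Emc1 (-1.76 and -0.05) was below in screen 1 and above in screen 2. With at least 1000 counts the screen 2 median was -0.59, nearer to that of Emc1.

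The gene Bend3 lies on chromosome 10 of GRCm38 from 43479134 to 43515417 and has 5 exons. Its guides GAGTCATAGCAGTCGTCCCG (43511086 to 43511105), GAAGCGGGAATGTGGTGTCG (43510131 to 43510150) and GCTCATCCGCAACTACGTAG (43510518 to 43510537) lie in coding exon 5, and GAGGAGGCGGCTGATACCCG (43494321 to 43494340) in coding exon 4. The guide in exon 4 went from 114 counts in Puro+ to 173 in Hygro50, 3900 in Hygro125 and 23834 in HygroSca+ of screen 2. The guides GAGTCATAGCAGTCGTCCCG and GAAGCGGGAATGTGGTGTCG reached 22205 and 22010 counts there. The remaining guide, GCTCATCCGCAACTACGTAG, reached 1255 from 96. In screen 1 the 4 guides had 9653, 6007, 1668 and 1649 counts in HygroSca+. The median log2 fold change of Bend3 against Puro+ was 4.16 in screen 1 and 6.40 in screen 2. Spop was the first gene of the ranking of Hygro125 against Puro+ (median log2 fold change 5.82, p = 1.79e-06 by permutation of guides in robust rank aggregation, FDR 0.00167), with 33125 counts of its guide AAAGGTTCCTGAATGCCGGT (coding exon 7, chromosome 11, 95481970 to 95481989) in Hygro125 of screen 2, 56817 in HygroSca- and 24632 in HygroSca+. The Emc1 guide TAAGCAGAGTCACGGCACCA (coding exon 8, chromosome 4, 139360591 to 139360610) had 13623 counts in HygroSca- and 1904 in HygroSca+ of screen 1, and 10329 and 4645 in screen 2.

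**Figure D2:**
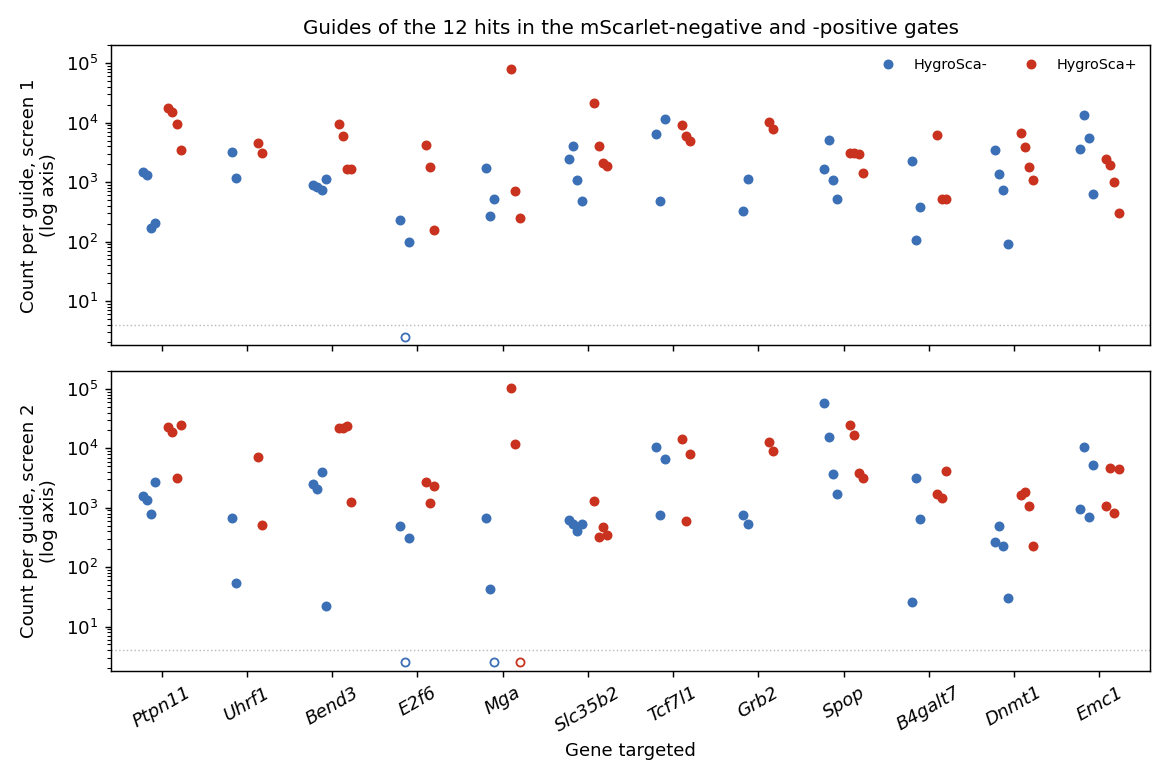
Counts of each guide against the 12 hits, on a log axis, in cells sorted as mScarlet-negative (HygroSca-, blue) and mScarlet-positive (HygroSca+, red) of screens 1 and 2. Each point is 1 guide, and open circles under the dotted line are guides at 0. Guides of Bend3 lie higher in HygroSca+ in both screens, while the 4 guides of Emc1 lie lower in HygroSca+ of screen 1.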

### Secondary screen on the top hits and focus on BEND3

We next sought to validate the results of the primary screen while also prioritizing the hits for further analysis. For this, we carried out a secondary screen based on gene expression analysis.

We first generated, by lentiviral infection with CRISPR/Cas9 vectors, new KO populations for ten of the 12 top hits (and 3 different negative control populations), as depicted in Supplementary Figure S2A. For technical reasons, *Grb2* was excluded from the analysis and, instead of knocking out *B4galt7*, we targeted *B3galt6*, a gene in the same complex and with the same function. Rather than carrying out a whole-genome RNA-seq on each hit, we examined the expression of 21 genes of interest (along with 3 normalizers) in the aforementioned knockouts using the Fluidigm technology.

The genes are color coded in Supplementary Figure S2B and belong to different functional classes: besides the mScarlet reporter and *Dazl* itself, there were other germline genes (*Asz1, Hormad1, Fkbp6* and *1700013h16Rik*); markers of naive ES cells (*Nanog, Prdm14, Zfp42/Rex1*); repeated elements (*MERVL, MMERVK10C, IAPEz, IAP, MLV, MusD, LINE1* and *GLN*); and finally epigenetic regulators (*Uhrf1, Dnmt1, Dnmt3a, Dnmt3b, Dnmt3l, Tet1* and *Tet2*).

Unsupervised analysis of the Fluidigm data revealed that the KOs were segregated into 4 clusters. Cluster number 1 contained both the *Dnmt1* and *Uhrf1* KOs, which expectedly had very similar expression profiles. In accordance with published data (30), these two KOs reactivated the expression of all germline genes, as well as certain repeats, in particular GLN. The *Ptpn11* KO was the third and final member of this cluster.

Cluster number 2 included *Slc35b2* and *B3galt6* KOs, along with *Mga* and *E2f6*, which behaved similarly, also as predicted. Unsurprisingly (23,24), all germline genes were reactivated in this cluster.

The third cluster contained the *Bend3*, *Spop* and *Tcf7l1* KOs. Contrary to cluster #2, the germline genes were either unaffected or only slightly upregulated in this cluster. The fourth cluster contained all three negative controls, along with the *Emc1* KO. *Dazl* was not reactivated in this cluster, and the other genes were similarly unaffected.

This analysis leads to several useful conclusions. First, 10 out of 11 new KO populations (91%) displayed the induction of *Dazl* that was also observed in the primary screen, therefore validating the hits. The only false positive was *Emc1*. Secondly, hits affecting DNA methylation or ncPRC1.6 form separate clusters. Third, three hits generate a gene expression pattern that resembles neither DNA methylation mutants nor the ncPRC1.6 mutants. These potentially novel hits are *Bend3*, *Spop* and *Tcf7l1*. Of those three hits, *Spop* encodes an adaptor protein for an E3 ubiquitin ligase complex (31,32) and as it seemed least likely to act directly at the *Dazl* promoter we did not pursue it further in this study. *Tcf7l1* is a transcription factor that inhibits the naive state in mouse ES cells (33); as a consequence, cells lacking TCF7L1 tend to remain in a 2i-like state, even when grown in serum (34). Because cells in 2i express *Dazl*, it seemed possible that the upregulated expression of *Dazl* in the *Tcf7l1* KO cells was merely an indirect reflection of a change of cellular identity towards a more naive state. The third hit within the cluster was *Bend3*, which encodes a chromatin protein (11) known to repress transcription at the rDNA (9). As BEND3 had suitable characteristics for being a new direct repressor of *Dazl*, we decided to investigate it further.

### *Isolation of* bend3 *mutant clones and rescue experiments*

To validate the results of the CRISPR screen, we generated new *Bend3* mutant populations (Figure 3A). For this, we infected DASH cells with a mix of two distinct lentiviruses, each expressing Cas9 and a specific sgRNA targeting *Bend3* (Supplementary Figure S3A). As *Bend3* produces two protein isoforms, we targeted the last exon of *Bend3*, which is included in both isoforms.

**Figure 3.**
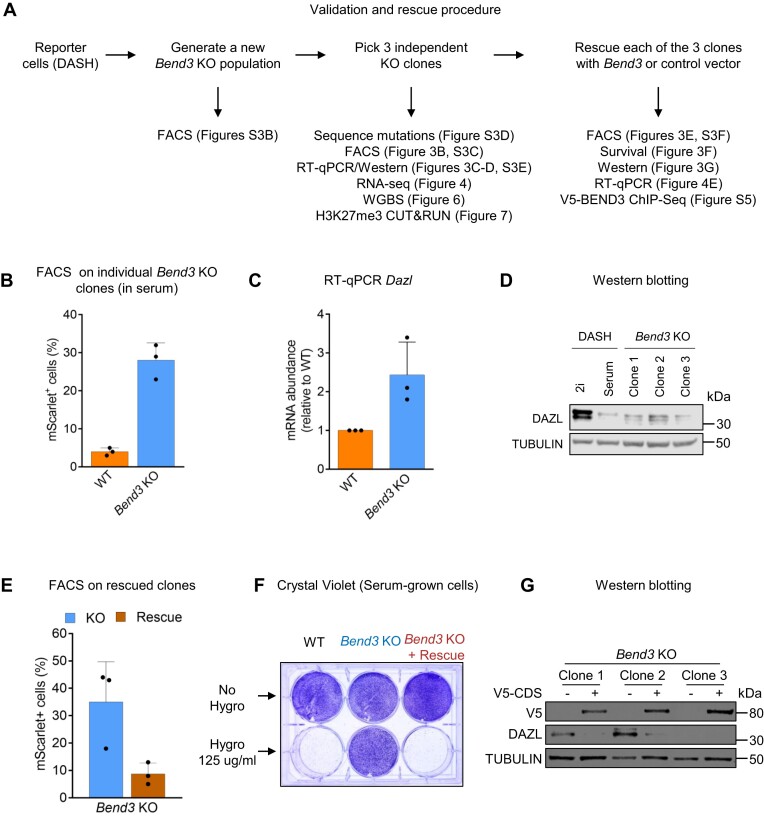
BEND3 represses Dazl expression. (**A**) Procedure for validation of *Bend3* as a *bona fide* hit. (**B**) FACS analysis on serum-grown cells. (**C**) RT-qPCR on serum-grown cells. (**D**) Western blotting on serum-grown cells. (**E**) FACS analysis on serum-grown *Bend3* mutant cells, rescued with empty vector or with a *Bend3*-expressing vector. (**F**) Survival assay on rescued cells. Only one of the three clones is shown, for clarity. (**G**) Western blotting shows expression of the V5-tagged BEND3 protein in rescue cells, and concomitant repression of DAZL protein expression. The three independent clones are shown.

Two independent *Bend3*-mutant populations showed a roughly 10-fold increase of mScarlet-expressing cells relative to control, similar to the magnitude observed for *Uhrf1* mutant cells (Supplementary Figure S3B). To carry out more precise experiments, we isolated individual *Bend3* mutant clones from these populations (see scheme in Figure 3A). Three clones were isolated, each of them containing a high proportion of mScarlet-expressing cells (25–35%, relative to ∼3% in control cells, Figures 3B and S3C). These clones also expressed more *Dazl* mRNA (Figure 3C) and DAZL protein (Figure 3D) from the non-targeted allele. Upon sequencing their genomic DNA, we found that two clones had non-sense or frameshift mutations at AA 308, removing about two thirds of the protein. The last clone had a small homozygous in-frame mutation removing four amino acids in the first BEN domain (Supplementary Figure S3D). The BEND3 protein was not detectable in the KO clones (Supplementary Figure S3E), suggesting that the mutant forms are unstable.

We next verified that the phenotypes could be rescued by reintroducing a WT cDNA (see scheme in Figure 3A); for this, we used a PiggyBac transposon-based system (30) driving constitutive expression of V5-tagged BEND3. Expression of the functional *Bend3* cDNA in the *Bend3* KO cells decreased the number of mScarlet-positive cells to near-background levels (Figures 3E and S3F), rendered the cells sensitive to Hygromycin (Figure 3F), and silenced the expression of the DAZL protein (Figure 3G).

Together these experiments support the conclusion that BEND3 is a *bona fide* repressor of *Dazl* expression.

### *Transcriptome analysis in* bend3 *mutant cells reveals up- and down-regulated genes*

To examine more globally the effects of *Bend3* deletion, we performed RNA-seq on the 3 independent mutant clones, grown in serum, which we compared to WT cells (grown in serum or 2i). As shown in Figure 4A, the mutant cells clustered away from the WT cells, and they were highly distinct from 2i grown cells. This supports the idea that the *Bend3* KOs do not reactivate *Dazl* because they enter a 2i-like state.

**Figure 4.**
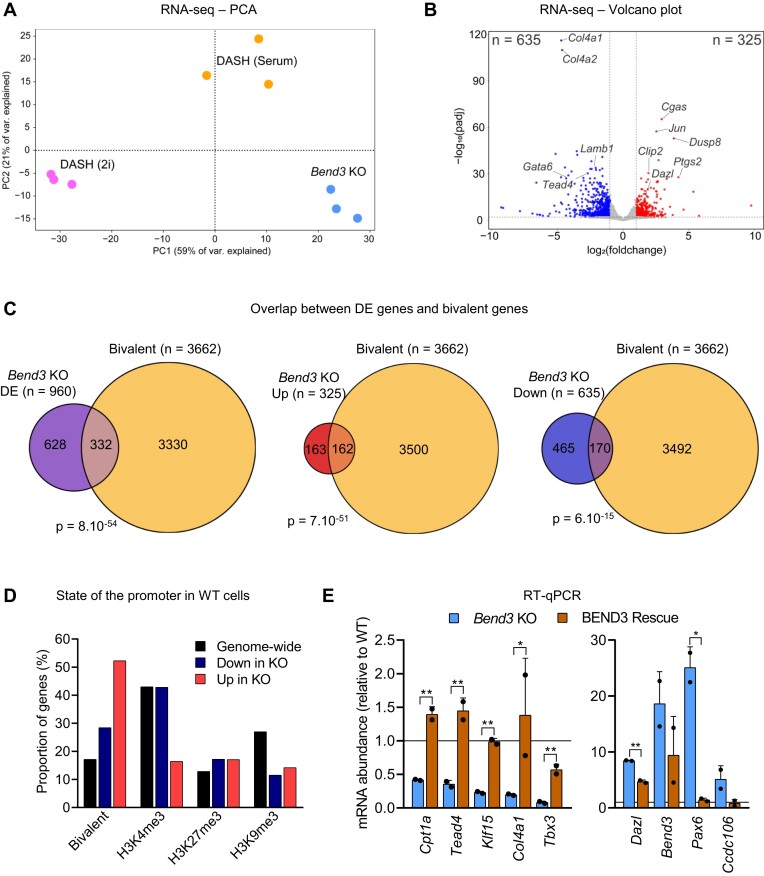
BEND3 regulates the transcription of bivalent promoters. (**A**) Principal Component Analysis on RNA-seq data from the indicated cells (three biological replicates for each condition). (**B**) Volcano plot showing genes that are downregulated (blue) or upregulated (red) in the *Bend3* KO cells. (**C**) Venn diagrams showing the overlap between genes that are differentially expressed (DE, either up or down-regulated), upregulated, or downregulated, between *Bend3* KO and WT, and genes that have a bivalent promoter (35). *P*-value: hypergeometric tests. (**D**) Proportion of genes with the indicated promoter marks within up- or down-regulated genes. (**E**) RT-qPCR following reintroduction of V5-BEND3 in *Bend3* KO cells. Genes that were downregulated upon KO (left panel) regain expression upon rescue, while genes that were upregulated in the KO become repressed upon rescue (right panel). *P*-value: Student's *t*-test, corrected by two-stage Benjamini, Krieger, & Yekutieli FDR procedure. *P < 0.05; **P < 0.01.

More genes were repressed than induced in the *Bend3* KO cells (635 versus 325 respectively, Figure 4B and S4A). As expected, *Dazl* was among the induced genes (Figure 4B). A recent publication independently examined the transcriptome of *Bend3*-/- ES cells (31); we compared our respective RNA-seq results and found that the overlap was significant yet small, with only ∼10–20% upregulated or downregulated genes in common (Supplementary Figure S4B). We speculate this dissimilarity results from different procedures for the mutant cell derivation, combined with different cell culture conditions.

We also examined the behavior of transposable elements in the RNA-seq data (Supplementary Figure S4C). The mutation of *Bend3* (left panel) had very little effect on the expression of mouse endogenous retroviruses (ERVs). As a control (right panel), we compared WT cells grown in 2i and serum and predictably found a large induction of ERVs such as IAPs, which validates our analysis pipelines.

Returning to protein-coding genes, we manually inspected some of the differentially expressed (DE) genes and noted that many of them had bivalent marks on their promoter, in line with the recent results of Zhang *et al.* (13). To determine if this observation could be generalized, we used a list of very stringently curated bivalent genes (35). We cross-referenced this list with our RNA-seq data and found that ∼35% of differentially genes in the *Bend3* KO relative to WT are bivalent; this is a highly significant enrichment (*P* = 8 × 10^−54^, Figure 4C). The enrichment is stronger for genes that are upregulated in the *Bend3* mutants (50% of those are bivalent) than for genes that are downregulated in the *Bend3* mutant (27% being bivalent, Figure 4C). Correspondingly, genes induced in the *Bend3* mutant were more likely to have a bivalent than a repressed status in the WT cells (Figure 4D). Bivalent chromatin marks often mark developmental genes in mouse ES cells, and in line with this we found that the genes differentially expressed in *Bend3* KO cells were markedly enriched for developmental regulators (Supplementary Figure S4D).

Lastly, we performed RT-qPCR in *Bend3* KO cells that had been rescued with the V5-BEND3 construct (Figure 4E). Genes that had been downregulated in the KO cells (*Cpt1a*, *Tead4*, *Klf15*, *Col4a1*, *Tbx3*) were upregulated in the rescue cells; conversely, genes that had been induced in the KO cells (*Dazl*, *Bend3* (measured with primers that do not amplify the rescue construct), *Pax6*, *Ccdc106*) were repressed in the rescue cells (Figure 4E). All of the genes examined in this experiment are directly bound by BEND3, as determined by the ChIP-seq that will be presented later (Figure 5).

**Figure 5.**
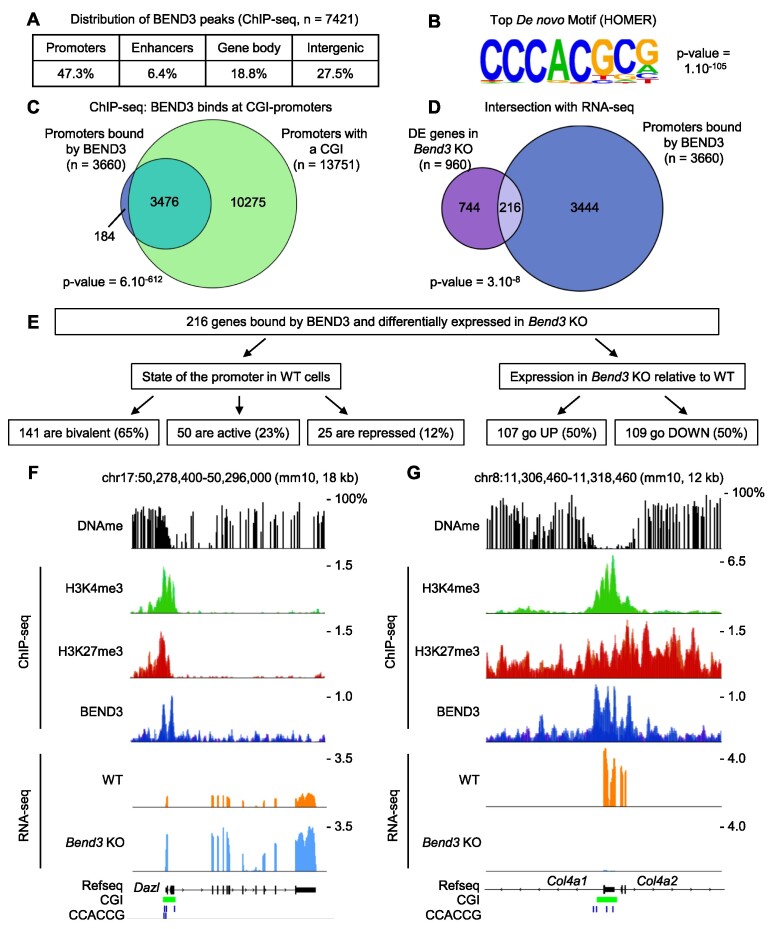
BEND3 binds bivalent promoters via a CpG-containing consensus site. (**A**) Number and distribution of BEND3 peaks detected by ChIP-seq. (**B**) Top motif identified in a de novo motif search on all BEND3 peaks. (**C**) Almost all promoters bound by BEND3 contain a CpG island. *P*-value: hypergeometric tests. (**D**) Intersection between promoters bound by BEND3, and genes Differentially Expressed (DE) in the *Bend3* KO cells. (**E**) Characteristics of the genes directly bound and regulated by BEND3. (**F**) *Dazl* is directly bound and repressed by BEND3. (**G**) Illustration of two bivalent genes directly bound and activated by BEND3: *Col4a1* and *Col4a2*.

Altogether, these data show that removing BEND3 from serum-grown ES cells alters the expression of hundreds of genes, with a high proportion of bivalent genes. Nevertheless, of the ∼3600 bivalent genes, only about 10% are regulated by BEND3 (Figure 4C). To understand this situation, we next sought to identify the direct targets of BEND3.

### ChIP-sequencing identifies the direct targets of BEND3

We then used ChIP-seq to identify genes directly regulated by BEND3. Using an antibody directed against endogenous BEND3, we identified ∼7400 binding peaks in the ES cell genome (Figure 5A). This dataset is highly similar to the dataset of Zhang *et al.* (13), who used the same antibody as we did (Supplementary Figure S5A). We also performed ChIP-seq with an antibody against the V5 tag, in *Bend3* KO cells expressing V5-BEND3. This data obtained overlapped extremely well with the ChIP-seq data obtained on the endogenous protein (Supplementary Figure S5B-C). These two lines of evidence strongly support the quality of our ChIP-seq dataset.

Of the ∼7400 peaks detected in the BEND3 ChIP, 47% occur in promoters, 6% in enhancers, 19% in gene bodies and 28% in other intergenic regions (Figure 5A). A de novo search for motifs enriched in the peaks revealed a highly enriched motif with a strong selection for the core sequence CCCACG (Figure 5B). This motif occurred in 70% of all BEND3 peaks, often in multiple instances (Supplementary Figure S5D), hinting that BEND3 binds it directly, which is supported by recent *in vitro* work (13,36). The overwhelming majority (94%) of promoters bound by BEND3 contain a CpG island, which is a significant enrichment (Figure 5C). BEND3 binding is prevalent at bivalent promoters; in contrast it is extremely rare at promoters bearing H3K9me3 (Supplementary Figure S5E).

We next intersected our RNA-seq data with our BEND3 binding data (Figure 5D). Only a minority of promoters (5.5%) bound by BEND3 become significantly activated or repressed upon KO. Conversely, only about 23% of genes deregulated upon *Bend3* deletion have BEND3 binding at their promoter. The genes bound by BEND3 and differentially expressed in the KO, which are likely to be direct targets, are split equally between upregulated genes and downregulated genes (Figure 5E). Such genes include *Dazl*, which is repressed by BEND3 (Figure 5F), but also *Col4a1* and *Col4a2*, which are activated by BEND3 (Figure 5G). Again, most direct targets of BEND3 (65%) have a bivalent promoter in WT cells (Figure 5E, Supplementary Figure S5E-F); they have a variable number of BEND3 consensus motifs, with 10% having no motif, to 20% having four motifs or more (Figure S5G).

### *Global DNA hypermethylation and reduced 5-hmC in* bend3 *mutant cells*

The results above establish that many of the genes that are up- or down-regulated when BEND3 is absent are not direct targets of the protein. To investigate what might underpin these indirect effects of BEND3, we examined DNA methylation.

We first measured global DNA methylation with a method based on restriction enzymes, LUMA (37). The WT cells grown in serum and 2i media served as controls and, as expected, global DNA methylation was low in 2i and high in serum (Figure 6A). Additionally, the level of DNA methylation was higher in *Bend3* mutant cells than in WT cells (both grown in serum). Importantly, rescuing the loss-of-function mutations with a *Bend3*-expressing construct brought the level of DNA methylation back to WT levels (Figure 6A).

**Figure 6.**
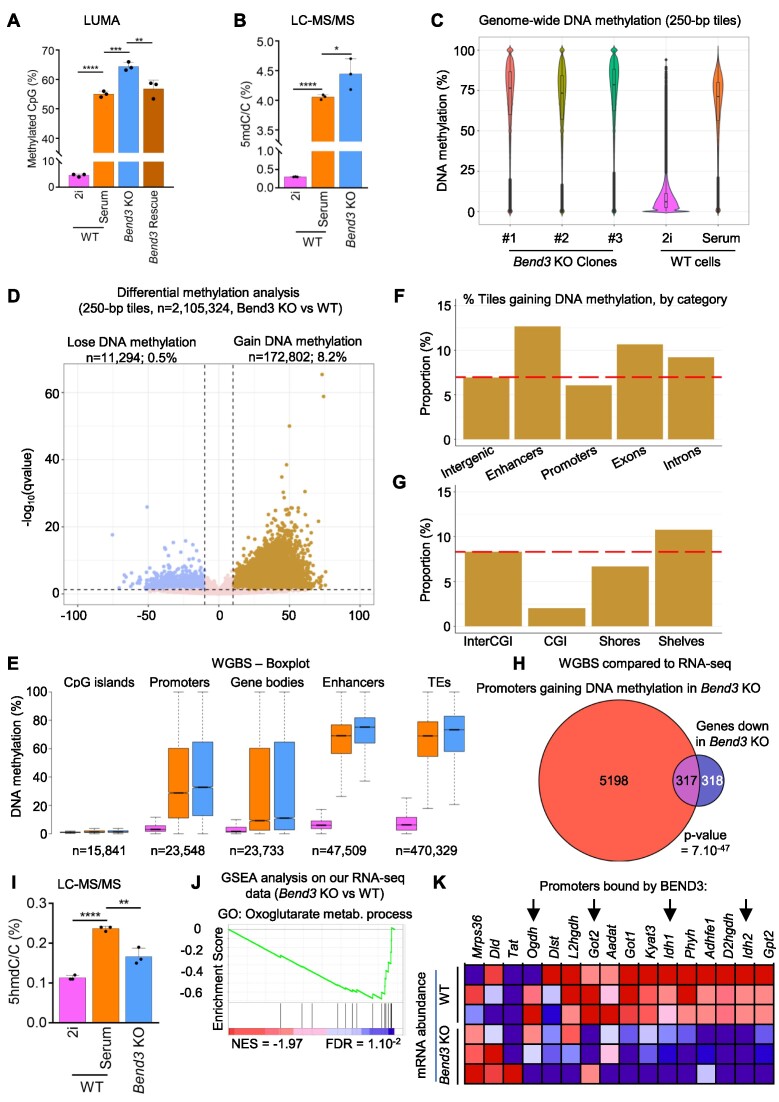
Cells lacking BEND3 have increased DNA methylation and decreased DNA hydroxymethylation. (**A**) Evaluation by a restriction enzyme-based method (LUMA) of the global level of DNA methylation in the indicated cellular contexts. *Bend3* KO cells are hypermethylated, and the expression of a BEND3 rescue construct brings DNA methylation back to WT levels. *P*-value: ANOVA followed by Tukey's post-hoc tests. **P< 0.01; ***P< 0.001; ****P< 0.0001. (**B**) Quantitation of 5-mC abundance in the cells by LC–MS/MS. *P*-value: ANOVA followed by Dunnett's post-hoc tests. *P< 0.05; ****P< 0.0001. (**C**) Distribution of methylation levels on 250-bp tiles containing 5 or more CpGs (*n* = 2.1 million). The three individual *Bend3* KO clones are shown on the left, together with WT cells. (**D**) Differential methylation analysis on 250-bp tiles containing five or more CpGs (*n* = 2.1 million). (**E**) DNA methylation values for the indicated genomic elements in WT cells grown in 2i (pink) or serum (orange), and *Bend3* KO cells grown in serum (blue) (**F**, **G**) Percentage of statistically significant hypermethylated tiles in the indicated genomic compartments, when comparing *Bend3* KO to WT cells. The red dashed line shows the value in intergenic regions, for comparison. See Methods for details. (**H**) Venn diagram showing the overlap between genes that are downregulated in *Bend3* KO and genes whose promoter gains DNA methylation in *Bend3* KO and compared to WT. *P*-value: hypergeometric tests. (**I**) Quantitation of 5-hmC abundance in the cells by LC–MS/MS. p-value: ANOVA followed by Dunnett's post-hoc tests. **P< 0.01; ****P< 0.0001. (**J**) GSEA analysis on the RNA-seq data (Bend3 KO vs. WT). (**K**) RNA-seq data for the genes of ‘Oxoglutarate metabolic process’ GO term. Red: higher expression, blue: lower expression. The genes with promoters directly bound by BEND3 are indicated with arrows.

To validate these observations with an orthogonal approach, we turned to LC–MS/MS: this experiment confirmed that 5mC was more abundant in the *Bend3* KO cells (Figure 6B).

We then performed Whole-Genome Bisulfite Sequencing (WGBS) on WT cells, and on each individual *Bend3* mutant clone (Supplementary Figure S6A). As anticipated, the 2i-grown WT cells were vastly undermethylated relative to serum-grown WT cells (Figure 6C), and the methylation of genomic tiles in serum-grown WT cells displayed a typical bimodal profile: a minority of tiles unmethylated and most tiles methylated, with a peak around 80% methylation (Figure 6C), lending confidence to our WGBS experiment and analysis. Upon comparison to WT cells, we saw that the *Bend3* mutants had a methylation distribution that was still bimodal but in which the methylated compartment was shifted towards higher methylation levels (Figures 6C and S6B). As the three clones behaved similarly, we aggregated their WGBS reads in subsequent analyses.

To carry out a more precise statistical analysis, we narrowed down our calculations to 250-bp tiles containing 5 or more CpGs, for a total of 2.1 million tiles. Of these, 91.3% do not significantly gain or lose methylation upon *Bend3* mutation, 8.2% gain DNA methylation and 0.5% lose DNA methylation (Figures 6D, S6C, D).

We then investigated the genomic distribution of the DNA methylation gains. The increase was global and affected promoters, enhancers, gene bodies and transposable elements (Figure 6E). Over the whole genome, 8.2% of the tiles gain DNA methylation, as stated above, however the level of increase differed between genomic elements: enhancers had a marked tendency to gain more DNA methylation, while promoters were slightly under average (Figure 6F). Looking at CpG island, we saw that the CpG islands themselves were rarely hypermethylated, the CpG shores gained slightly less methylation, whereas the CpG shelves gained more methylation than average (Figure 6G). In other words, the gains of DNA methylation occur at a distance from the CpG islands, which is exemplified by the gene *Tead4* (Supplementary Figure S6E).

We then crossed our WGBS data with ChIP-seq data reflecting the chromatin state in WT cells (Supplementary Figure S6F). We find that regions that were bivalent or marked by H3K4me3 gain more methylation than average. Regions marked by H3K27Ac, which is typical of enhancers, are also much more likely to gain DNA methylation than the genome average, again suggesting that enhancers are targets for DNA hypermethylation in *Bend3* KO cells.

Next, we intersected our WGBS and RNA-seq data. We find that half of transcriptionally downregulated genes in *Bend3* KO cells gain DNA methylation in their promoter (Figure 6H). The BEND3-bound peaks themselves, or the genes upregulated in *Bend3* KO, gain methylation less than the rest of the genome (Supplementary Figure S6G).

We investigated mechanisms that could possibly underpin the elevated DNA methylation seen in *Bend3* mutant cells. Neither our RNA-seq data (Supplementary Figure S6H), nor our western blotting experiments (Supplementary Figure S6I) suggested that BEND3 removal upregulated *Uhrf1*, *Dnmt1*, *Dnmt3a*, or *Dnmt3b*, which are key actors of DNA methylation. Therefore we speculated that DNA hydroxymethylation might be modified in the *Bend3* KOs. To test this idea, we again used LC–MS/MS, and we indeed saw a significant decrease of 5-hmC levels in *Bend3* mutant cells (Figure 6I). This effect is not due to transcriptional downregulation of the TET enzymes in the absence of BEND3 (Supplementary Figure S6H), so we considered additional mechanisms that could potentially lead to lower TET activity in *Bend3* mutant cells. The TET enzymes are critically dependent on alpha-ketoglutarate, so we tested whether the transcriptional defects occurring in *Bend3* KO cells might impinge on the pathways producing this metabolite. A GSEA analysis of our RNA-seq data showed that there was indeed a significant downregulation of the group of genes involved in alpha-ketoglutarate production (Figure 6J). To investigate this finding in more depth, we examined the expression of individual genes belonging to this GO term group, and intersected the data with our BEND3 ChIP-seq results (Figure 6K). We find that several genes of the group are bound by BEND3 and downregulated in its absence. In particular, *Idh1* and *Idh2*, encoding Isocitrate Dehydrogenase, which produces alpha-ketoglutarate, are both directly activated by BEND3. We hypothesize that the lower *Idh1/Idh2* expression causes lower alpha-ketoglutarate availability, reducing TET activity, and increasing DNA methylation in cells lacking BEND3.

### Integrating the local and global effects of BEND3 on chromatin and transcription

Lastly, we set out to integrate the changes occurring at the chromatin (DNA methylation and histone marks) and transcriptional levels in the *Bend3* mutant cells.

For this, we mapped the key histone modification H3K27me3 by CUT&RUN in ES cells with or without BEND3 (Figure 7A). Bivalent promoters were extremely likely to experience changes in H3K27me3 abundance upon BEND3 removal (Figure 7A, left panel), reinforcing the idea that BEND3 has a key role in their homeostasis. Of the promoters directly bound by BEND3, 46% experienced changes in H3K27me3 occupancy, again a significant enrichment (Figure 7A, middle panel). Finally, of the 960 genes differentially expressed upon BEND3 loss, more than half experienced changes in H3K27me3 presence on their promoter (Figure 7A, right panel). The correlations between BEND3 binding, H3K27me3 presence, changes in gene expression and changes in DNA methylation, are explored statistically in Supplementary Figure S7A, and the examples of *Dazl* and *Col4a1/a2* are shown in Supplementary Figure S7B-C.

**Figure 7.**
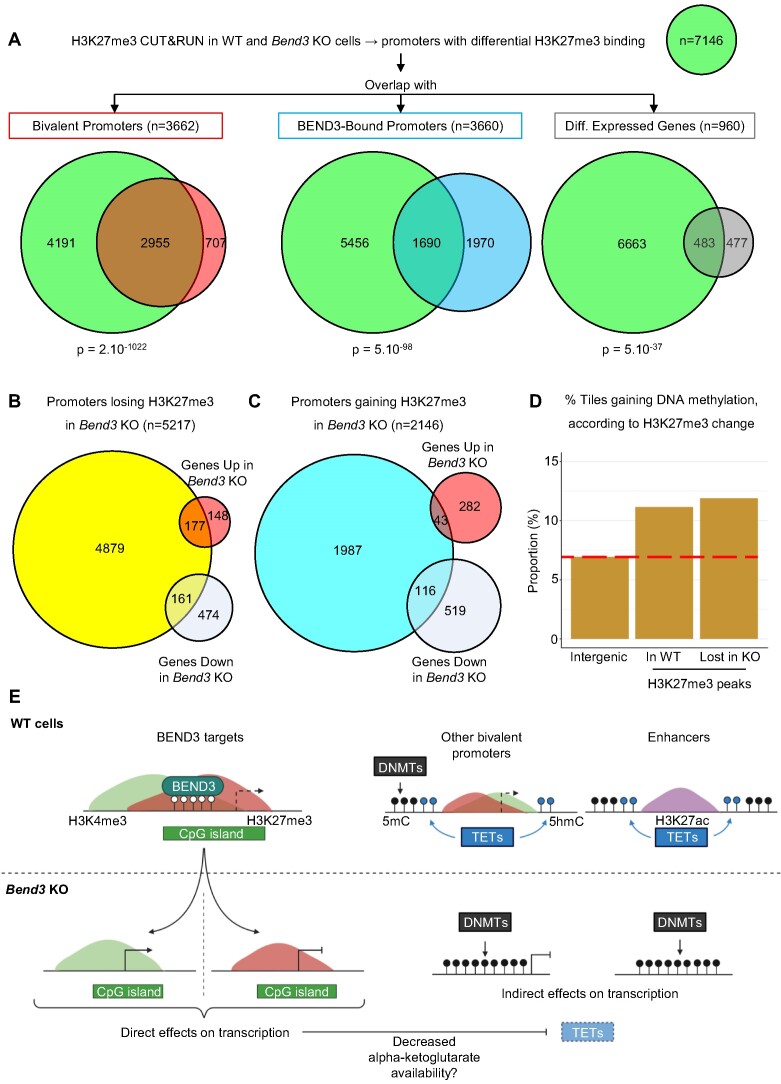
Integrating the direct and indirect roles of BEND3 on chromatin and transcription. (**A**) Summary of the H3K27me3 CUT&RUN results in WT and *Bend3* KO. *P*-value: hypergeometric tests. (**B**) Comparison of H3K27me3 loss and differential gene expression in *Bend3* KO cells. (**C**) Comparison of H3K27me3 gain and differential gene expression in *Bend3* KO cells. (**D**) Percentage of statistically significant hypermethylated tiles in the indicated genomic compartments, when comparing *Bend3* KO to WT cells. The red dashed line shows the value in intergenic regions, for comparison. (**E**) Model for the direct and indirect effects of BEND3 on chromatin and gene expression.

We also examined some of the interactions more precisely. For instance, we listed the promoters that lose H3K27me3 when BEND3 is absent (Figure 7B). Fifty-four percent of the upregulated genes were in that category, versus only 25% of the downregulated genes. Therefore, transcriptional induction upon *Bend3* mutation often involves H3K27me3 loss, in line with many of the target genes having bivalent promoters. The opposite was true for promoters that gain H3K27me3 upon BEND3 loss: they contain more downregulated than upregulated genes (Figure 7C).

Lastly, we crossed our CUT&RUN and WGBS data (Figure 7D). The regions that were occupied by H3K27me3 in WT cells were significantly more likely to gain DNA methylation than the genome average. Similarly, the regions that have lost H327me3 in the *Bend3 KO* cells were significantly more hypermethylated (Figure 7D). Further examples are given in Supplementary Figure S7D-E.

Altogether these data lead us to propose an integrated model for the local and global effects on BEND3 on chromatin and gene expression (Figure 7E).

## DISCUSSION

In this work, we set out to identify new regulators of *Dazl* using a CRISPR screen in mouse ES cells. Our primary screen identified a shortlist of 12 candidates, of which 4 were known regulators of *Dazl*. A secondary screen then led us to focus on one particular hit, BEND3. We combined ES cell genetics with various genomic approaches to show that BEND3 regulates not only *Dazl*, but hundreds of bivalent promoters.

A recent article by Rui-Ming Xu, Bing Zhu and their coworkers, also identified BEND3 as a key regulator of bivalent genes (13). Zhang *et al.* reached these conclusions by a wholly different approach, which was the generation of *Bend3-/*- mice and the derivation of ES cells from these mice. We note that, although our conclusions are parallel, some of the specifics are different: for instance, only about 10% of the differentially expressed genes in *Bend3* mutant cells relative to WT are the same between our study and Zhang *et al.* Technical reasons (including genetic background and culture conditions) likely play a role, but a more fundamental difference also exists: Zhang *et al.* derived their ES cells from *Bend3*-/- embryos, therefore BEND3 was never present in the ES cells. In contrast, we deleted *Bend3* in ES cells that previously expressed the gene. Therefore, the results of Zhang *et al.* could not discriminate whether BEND3 is involved in bivalent domain establishment, maintenance, or both. Our results establish unequivocally that BEND3 is required for bivalent genes to maintain their poised state, yet they do not rule out an additional role in establishing these domains.

Our ChIP-seq data show that a major determinant of BEND3 distribution on genomic DNA is the presence of consensus sites, with the sequence CCCACGCG. About 70% of all BEND3 peaks contain one or more such sites, and 20% of all BEND3 peaks contain three or more. Our findings are fully consistent with two recent papers showing that the BEN domain 4 of BEND3 recognizes the sequence CCACGC (13), but they differ from another study in which BEND3 was proposed to bind G-quadruplexes (10). The fact that only 10% of all bivalent promoters are regulated by BEND3 is likely directly linked to the presence or absence of the BEND3 consensus sites, but other contributing factors cannot be ruled out. The consensus BEND3 binding motif contains two CpG sites that can potentially be subjected to cytosine DNA methylation. Our data show that bound motifs are unmethylated, while methylated motifs are not bound, similarly to the binding behavior of BANP, a protein related to BEND3 (38). Structurally, CpG methylation has been shown to impair BEND3 binding by blocking an arginine-to-cytosine contact (13,36), which is consistent with our ChIP-seq data.

DNA methylation, therefore, influences BEND3 binding and is conversely regulated by BEND3. Indeed, a striking finding we report is that mouse ES cells lacking BEND3 have decreased DNA hydroxymethylation, combined with increased DNA methylation, suggesting that TET activity is lower in the absence of BEND3. In agreement with this possibility, while the DNA hypermethylation of *Bend3* KO cells is global across the genome, it is especially marked at certain regions such as enhancers and CpG shelves, which are normally protected against de novo methylation by the TET enzymes (39–44). We have ruled out a direct transcriptional downregulation of TET1, TET2, or TET3 as the cause for decreased TET activity. However, the TET enzymes are critically dependent on alpha-ketoglutarate (alpha-KG) for catalysis, and the promoters of the two key genes for alpha-KG production, *Idh1* and *Idh2*, are bound and activated by BEND3, therefore we speculate that lower levels of alpha-KG contribute to decreased TET activity in the mutant cells.

Many genes are differentially expressed upon BEND3 removal, even though they are not directly bound. It is likely that some of these indirect targets become repressed because their promoter or enhancer gains abnormal levels of DNA methylation upon BEND3 removal. We and others (13) find that loss of BEND3 leads to a decrease of H3K27me3 at BEND3 sites. This could be explained by a direct effect of BEND3 on H3K27 methylation, such as the recruitment of NuRD, which deacetylates H3K27 as a necessary step towards methylation (10). However, CpG methylation is antagonistic with H3K27 methylation, and our data suggest that increased cytosine methylation in the *Bend3* mutant cells could also contribute to the decreased H3K27me3 deposition. Future experiments will help address this possibility.

## Supplementary Material

gkad719_Supplemental_Files Click here for additional data file.

## Data Availability

The accession number for the deep sequencing data reported in this paper are: GSE221710 (CRISPR screen, Mutational analysis) and GSE224077 (RNA-seq, WGBS, ChIP-seq, CUT&RUN-seq). The scripts used are available on Github: https://github.com/FumihitoMiura/Project-2 (permanent DOI: 10.6084/m9.figshare.23899266) and https://github.com/kirsho/DASH (permanent DOI: 10.6084/m9.figshare.23899254).

# Supplementary material for: A genetic screen identifies BEND3 as a regulator of bivalent gene expression and global DNA methylation
**Source:** Nucleic Acids Res. 2023 Aug 31;51(19):10292–308. doi: 10.1093/nar/gkad719

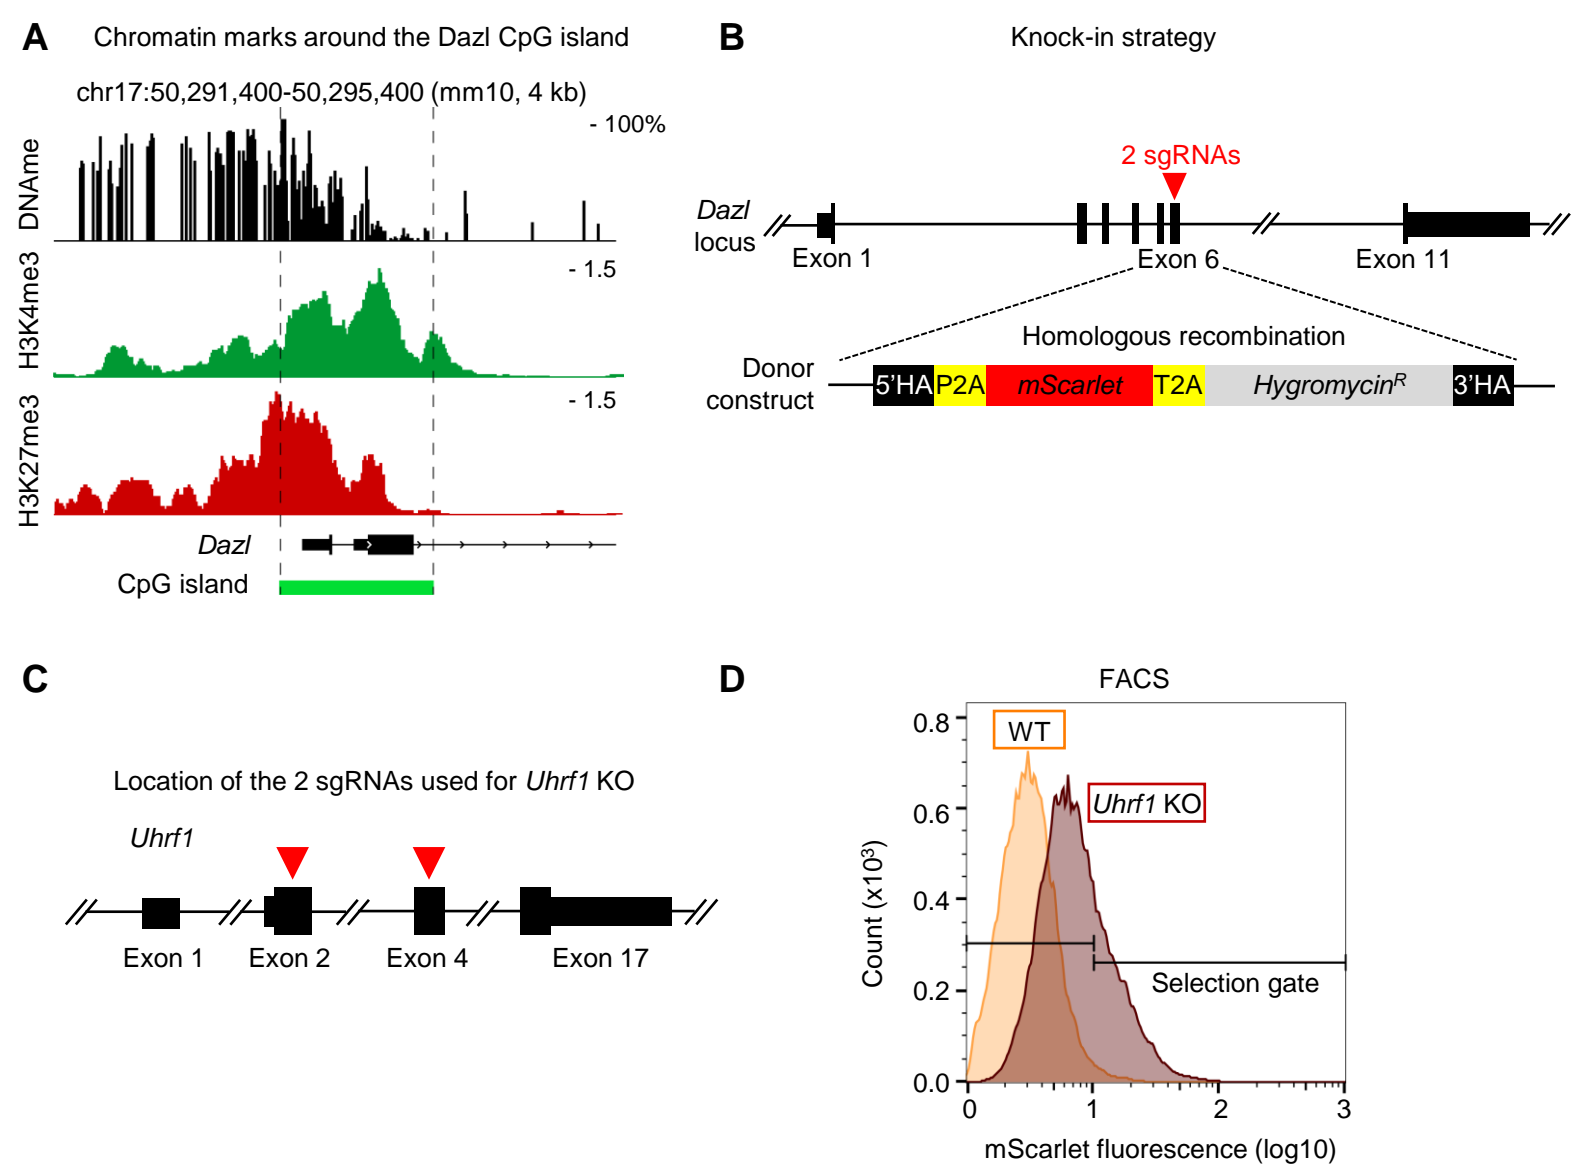

**Figure S1: Knock-in and knock-out strategies.** (A) Chromatin marks surrounding the *Dazl* CpG island. The DNA methylation data is WGBS from our study. The H3K4me3 and H3K27me3 data are from (16) (GSE98149) (B) Two selectable markers, mScarlet and HygroR, were knocked in, in frame, in exon 6 of *Dazl*. (C) Position of the guide RNAs used to obtain a *Uhrf1* KO population. (D) FACS data showing the expression of mScarlet in WT and *Uhrf1* KO cells.

**A**

## Secondary screening procedure

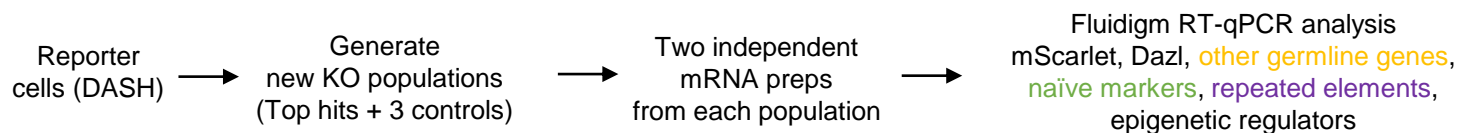**B**

## Fluidigm qRT-PCR data

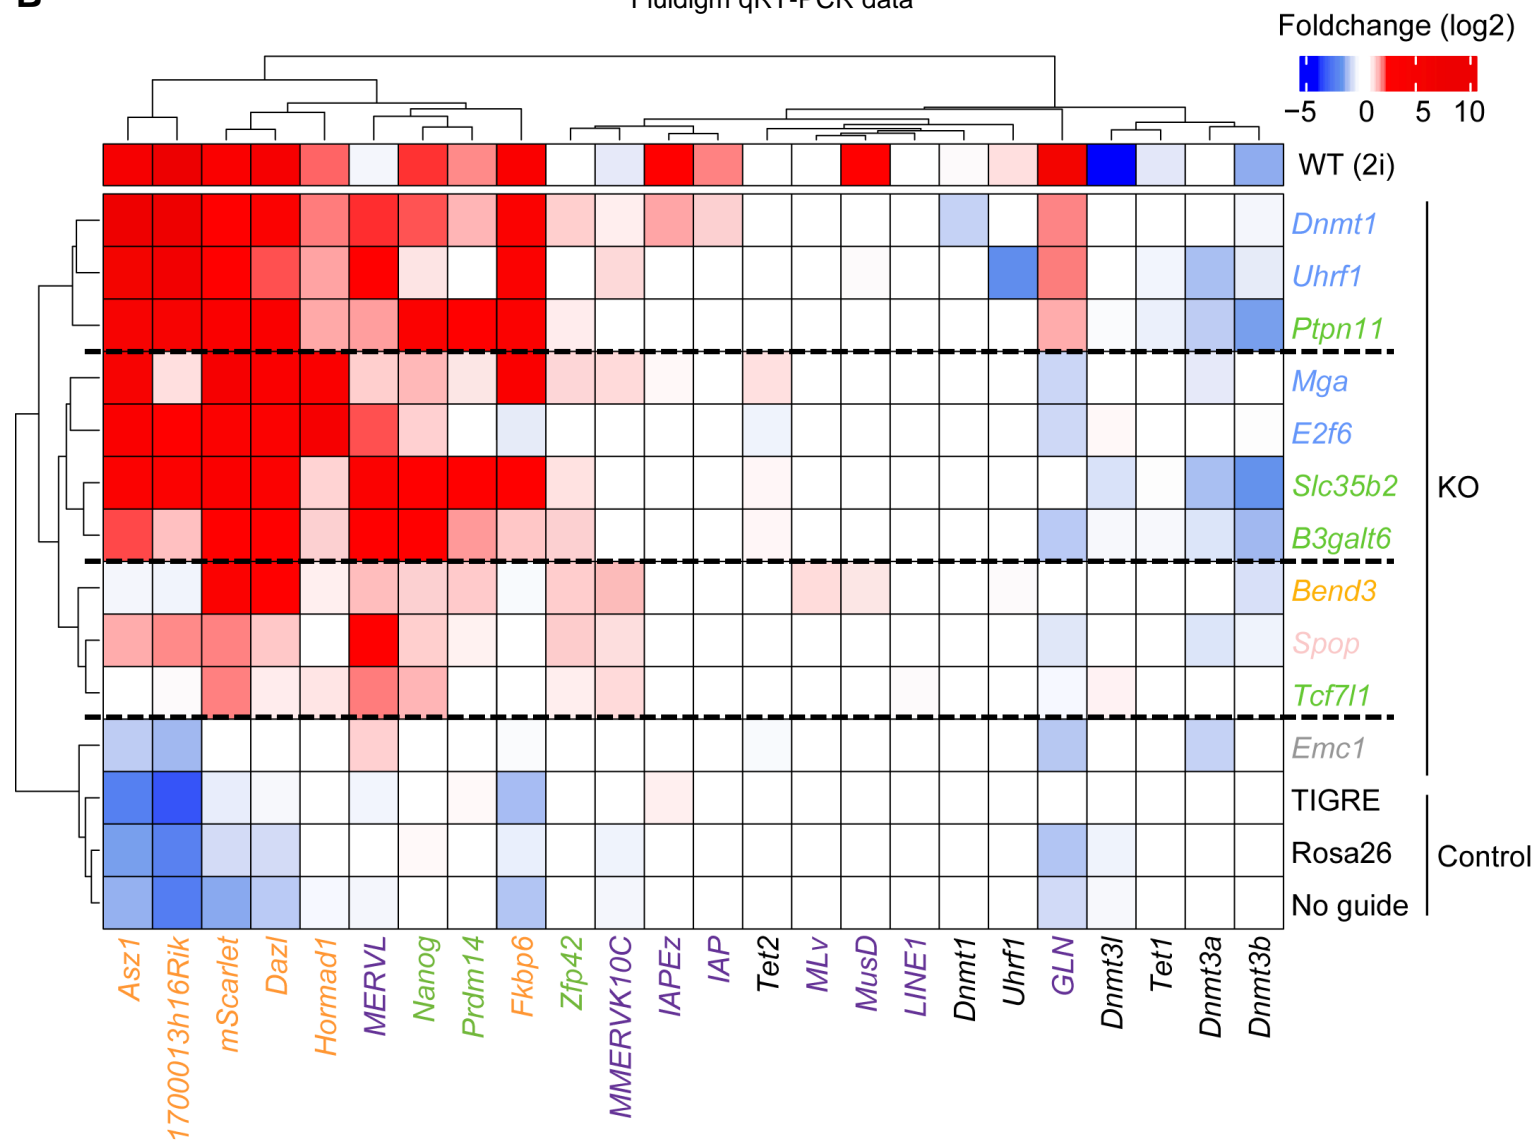

**Figure S2: Secondary screen design and results.** (A) Procedure followed for the secondary screen. (B) Results of the Fluidigm qRT-PCR analysis. Genes for which expression was measured are presented vertically, with the color code of panel A. The horizontal lines represent the cellular populations (Controls or KO) that were assayed. An unsupervised clustering was performed, and the clusters are separated by dashed lines for easier visualization.

**A** Organization of *Bend3* and location of the sgRNAs for KO

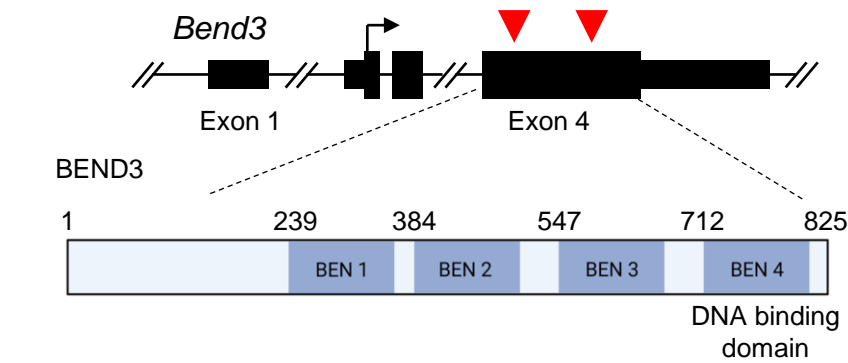

**B** FACS analysis of new KO populations

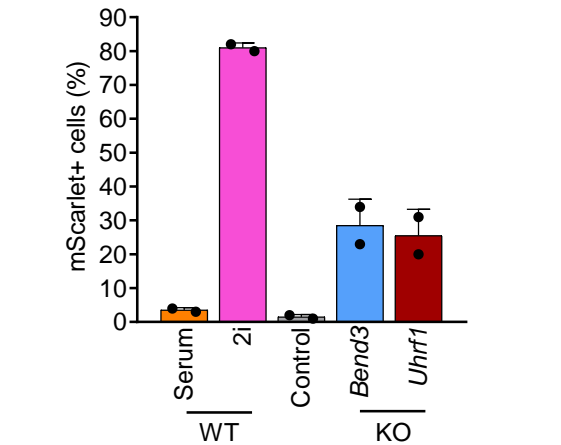

**C** FACS

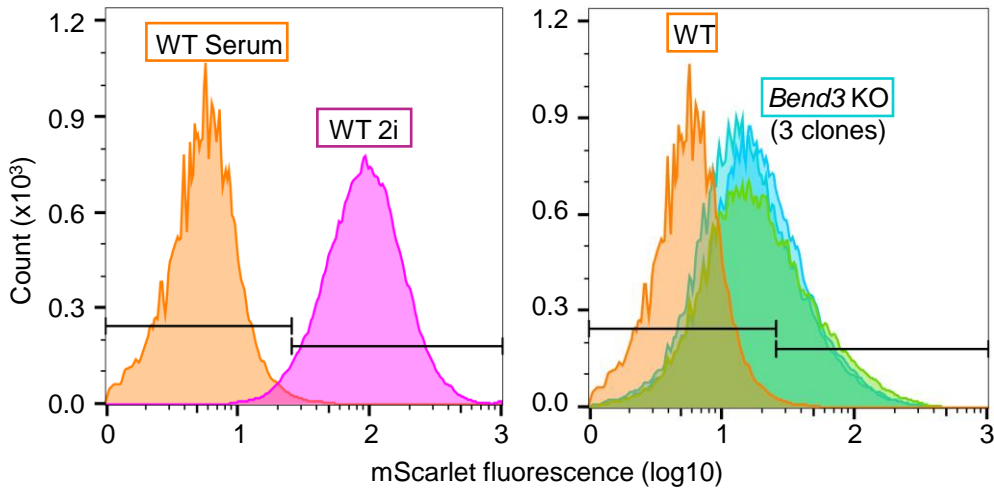

**E** Western blotting

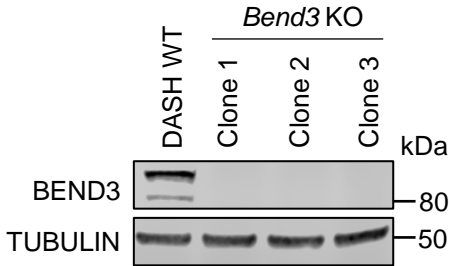

**D**

| KO           | ID        | WT size (aa) | Clone no | Mutant protein               |          |
|--------------|-----------|--------------|----------|------------------------------|----------|
|              |           |              |          | Allele 1                     | Allele 2 |
| <i>Bend3</i> | NP_950193 | 825          | 1        | p.V308_Y311del               |          |
|              |           |              | 2        | p.V308Gfs*5                  | p.V308*  |
|              |           |              | 3        | p.V308_Y312del / p.P491Lfs*3 | p.V308*  |

**F** FACS: *Bend3* KO vs BEND3 Rescue

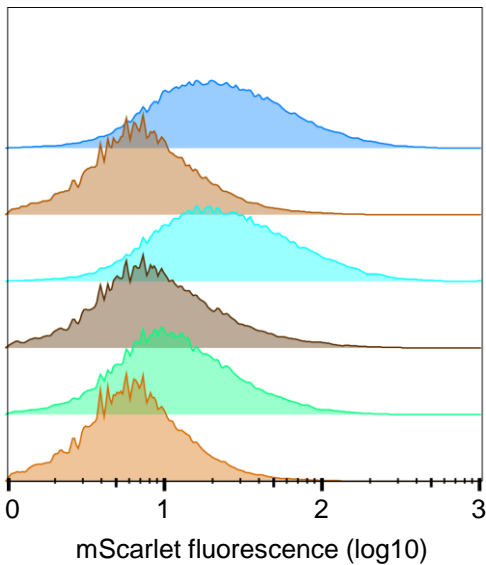

**Figure S3 (preceding page): *Generation and analysis of the Bend3 KO mutations.*** (A) Position of the sgRNAs used to generate *Bend3* KO populations and clones. (B) A FACS analysis on independent *Bend3* mutant populations validates the results of the initial screen. (C) Primary FACS data showing WT cells in serum (orange) and 2i medium (pink) in the left panel; control cells (gray), *Bend3* KO (blue) and *Uhrf1* KO (brown) in the middle panel; and the three individual *Bend3* mutant clones (dark blue, light blue, green), compared to WT cells (orange), in the right panel. (D) Nature of the mutations identified in the independent *Bend3* mutant clones, and their consequence at the protein level. (E) The *Bend3* mutant clones do not express detectable levels of BEND3 protein. (F) Primary FACS data showing the profiles for each of the three *Bend3* KO clones (dark blue, light blue, green) and their respective rescue populations, expressing V5-BEND3 (light brown, dark brown, orange).

**Figure S4 (following page): *Additional RNA-seq analyses.*** (A) Heatmap showing the genes upregulated in *Bend3* KO cells (n=325), and genes downregulated in *Bend3* KO cells (n=635) (B) Overlap between the differentially expressed genes found in our study, and those reported by Zhang et al (CRA004815) (13). (C) Analysis of Transposable Element expression in our RNA-seq dataset. Left panel: *Bend3* KO cells compared to WT, right panel: WT cells in 2i compared to WT cells in serum. (D) Left panel: a GO-term analysis shows that developmental genes are enriched within genes differentially expressed in *Bend3* KO cells. Right panel: an illustration of some of these regulators.

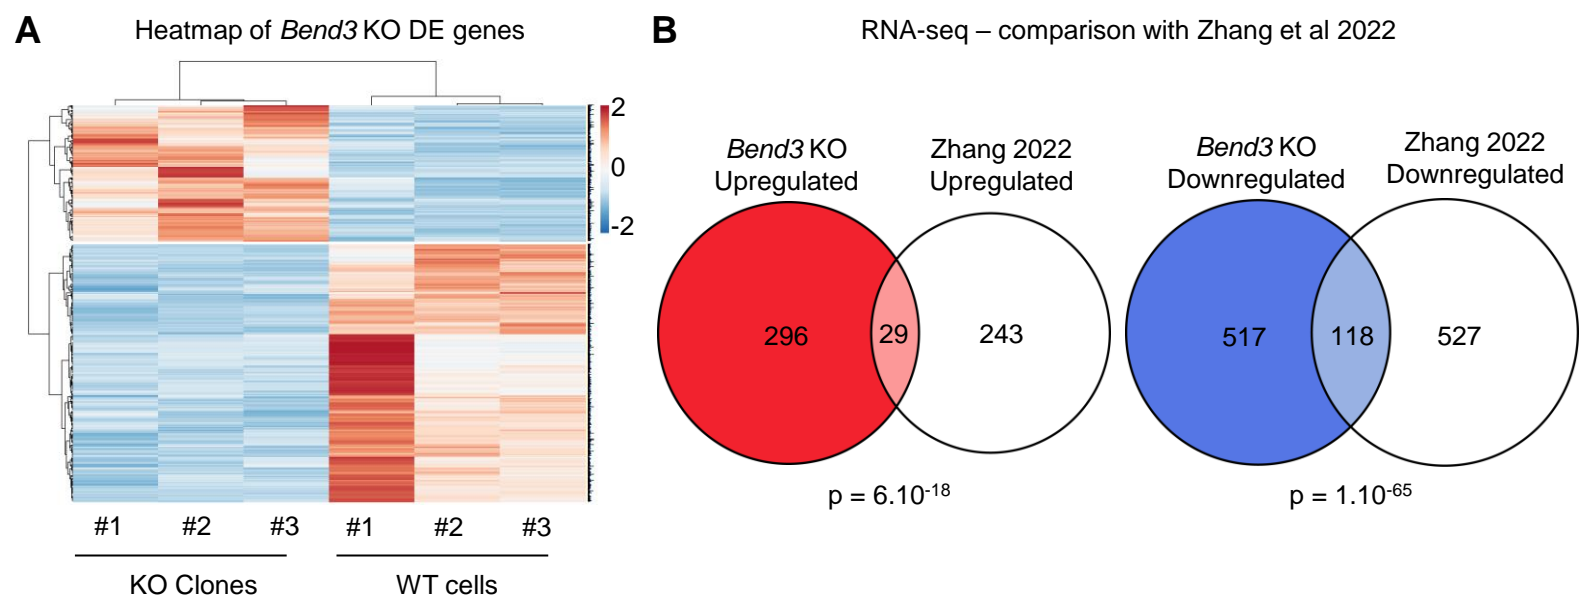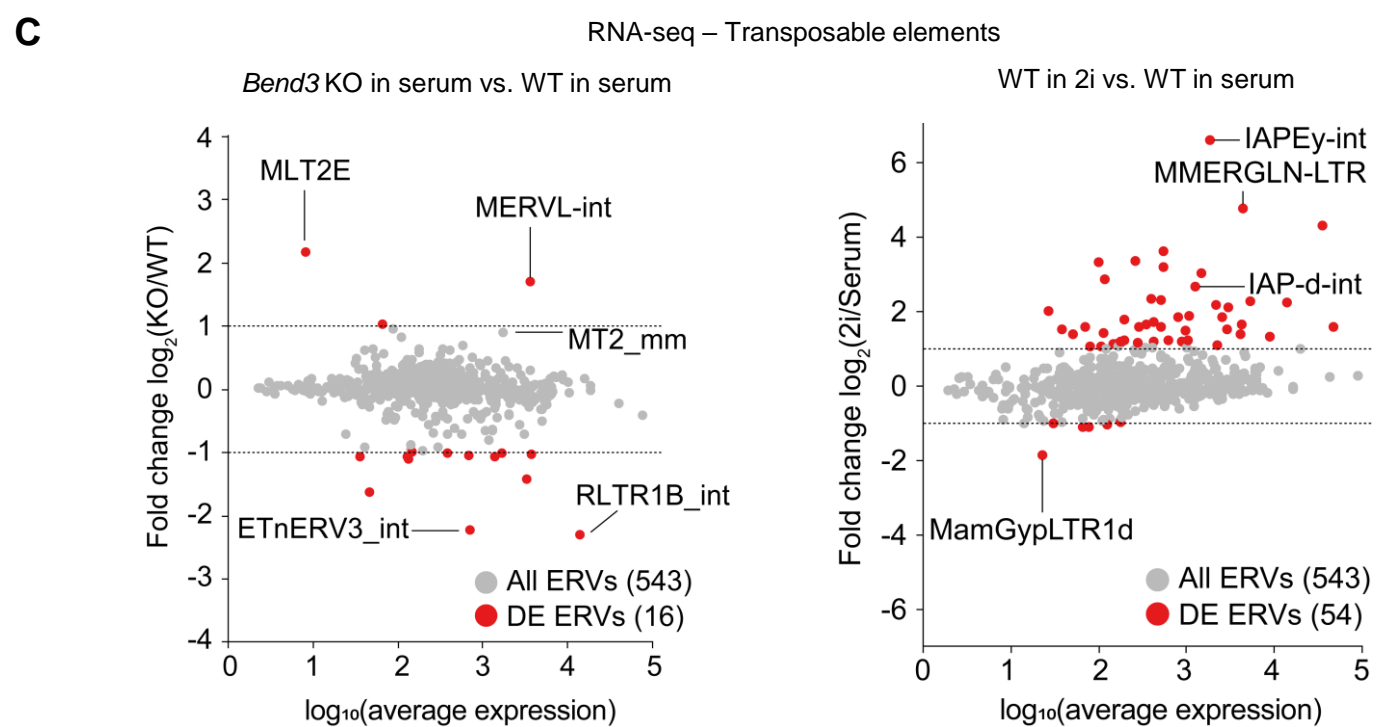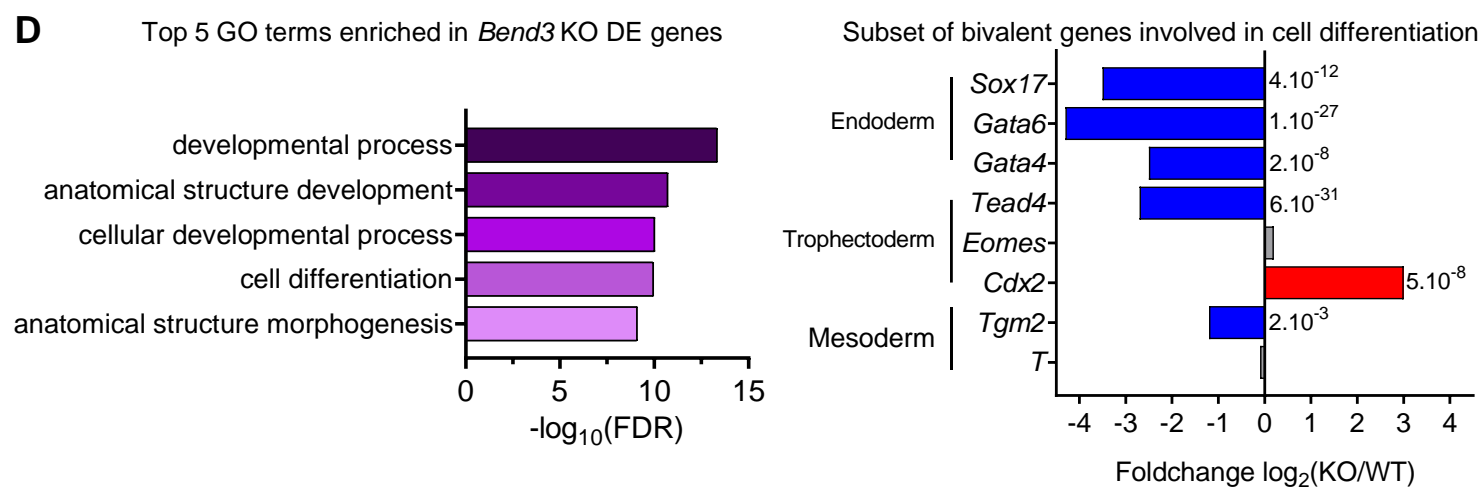

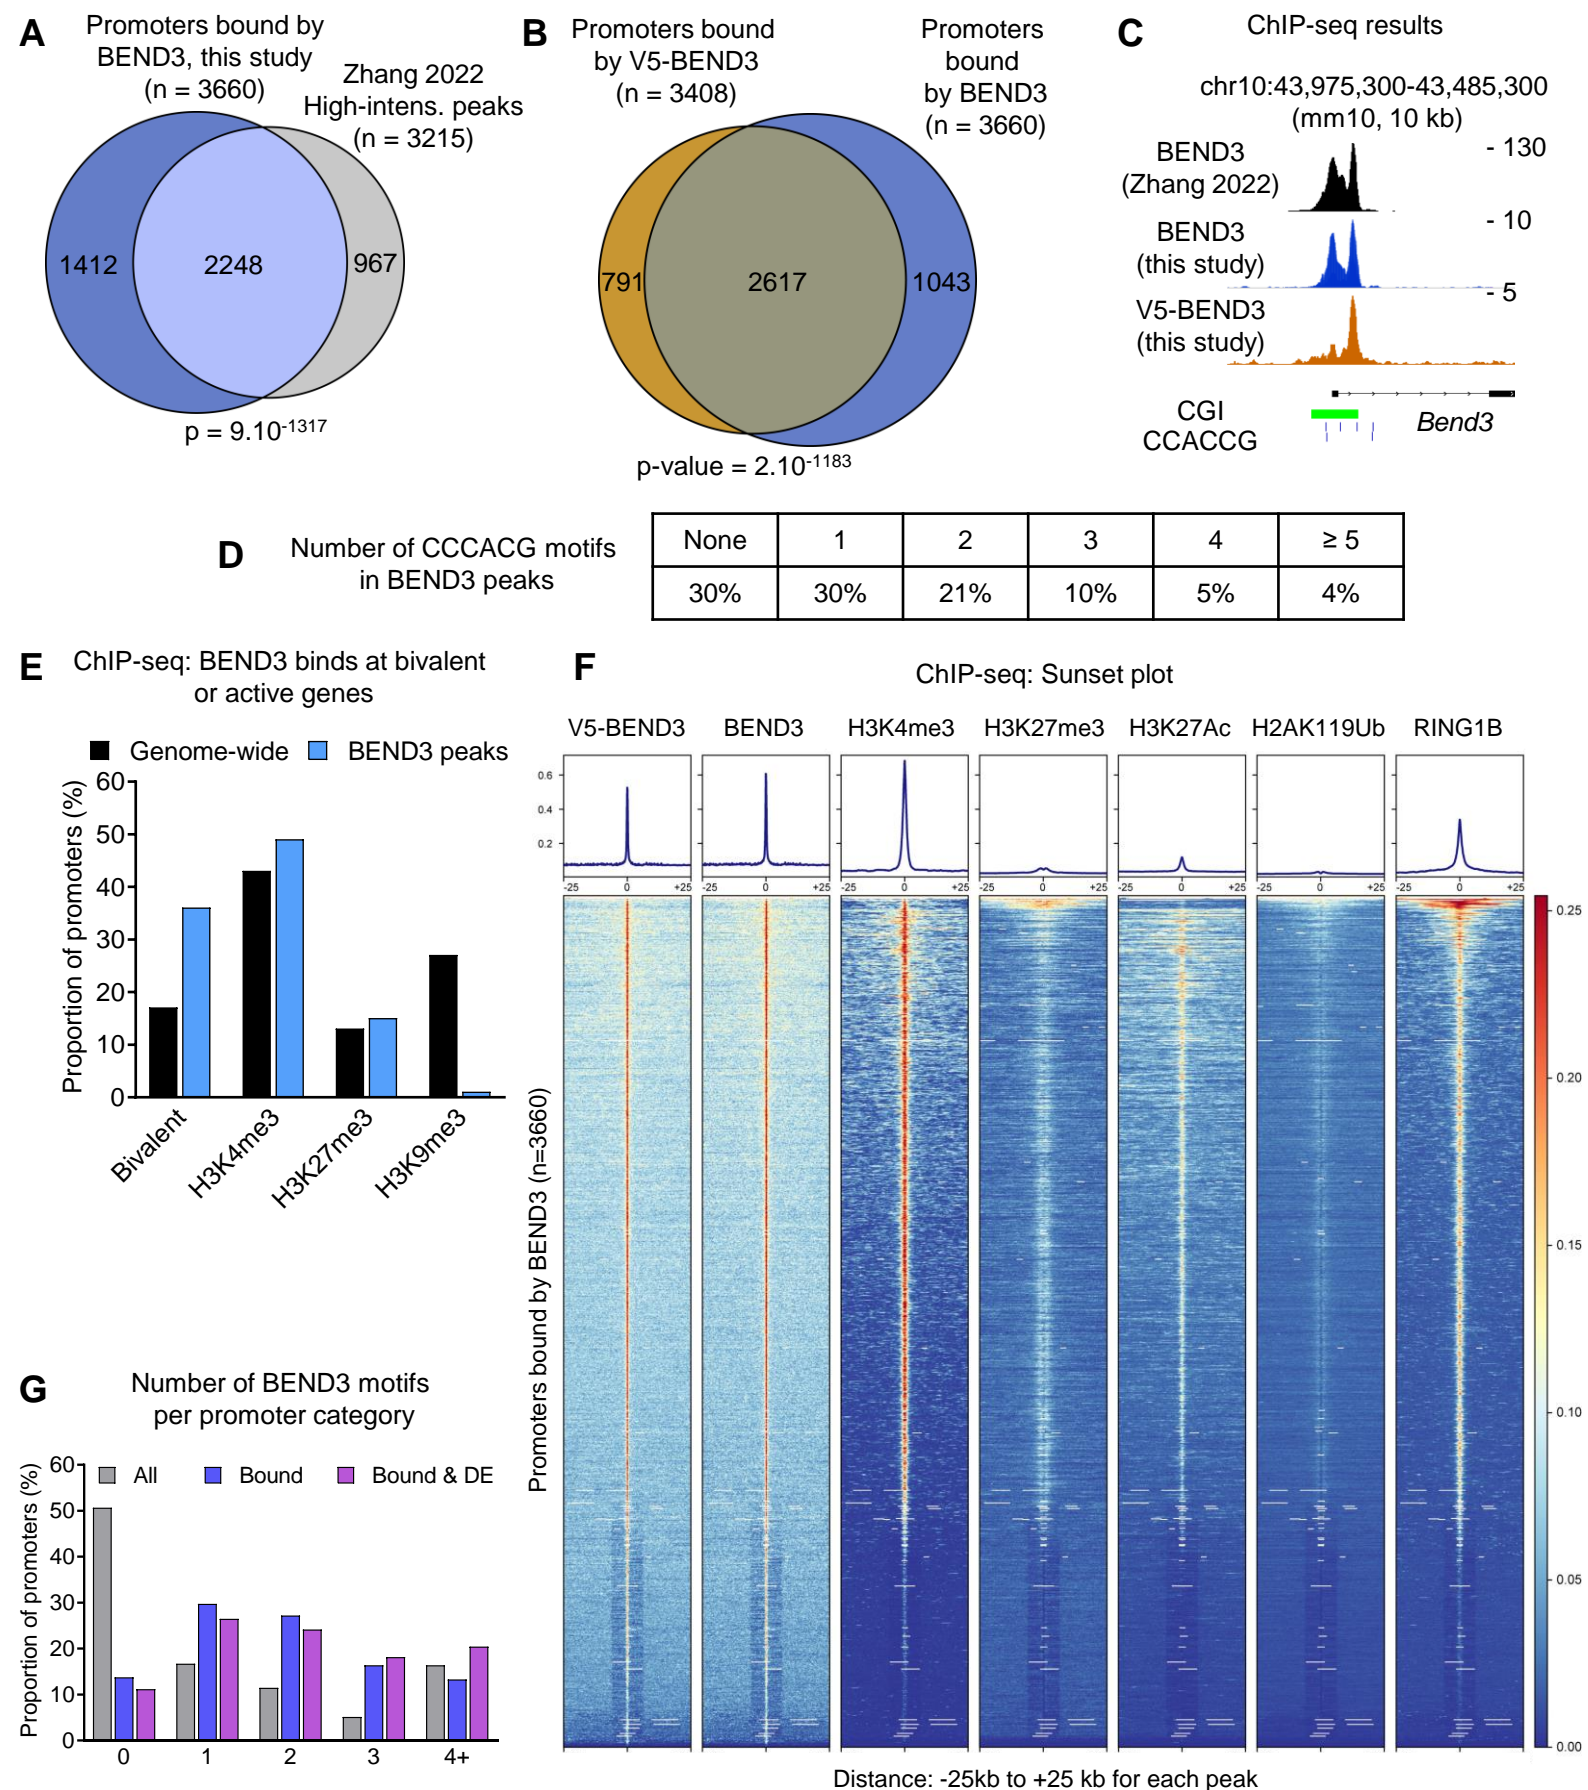

**Figure S5: Additional controls of the ChIP-seq data.** (A) Comparison of our BEND3 ChIP-seq with the dataset of Zhang et al. (B) Overlap of the ChIP-seq data obtained with antibodies against endogenous BEND3, or against the V5 tag. (C) Illustration of the similarity of the Zhang dataset and our dataset at the promoter of *Bend3*. (D) Number of consensus motifs in the BEND3-bound peaks (our dataset) (E) BEND3 binding is enriched on bivalent promoters, and depleted from H3K9me3-marked promoters. (F) Heatmap comparing the ChIP-seq profiles in mES cells of V5-BEND3 and BEND3 (both from our work), H3K4me3, H3K27me3, H3K27Ac (GSE99530) (35), H2AK119Ub (GSE126864) (45), and RING1B (GSE72164) (46). (G) Number of BEND3 consensus binding sites per promoter category. DE: Differentially Expressed in the KO.

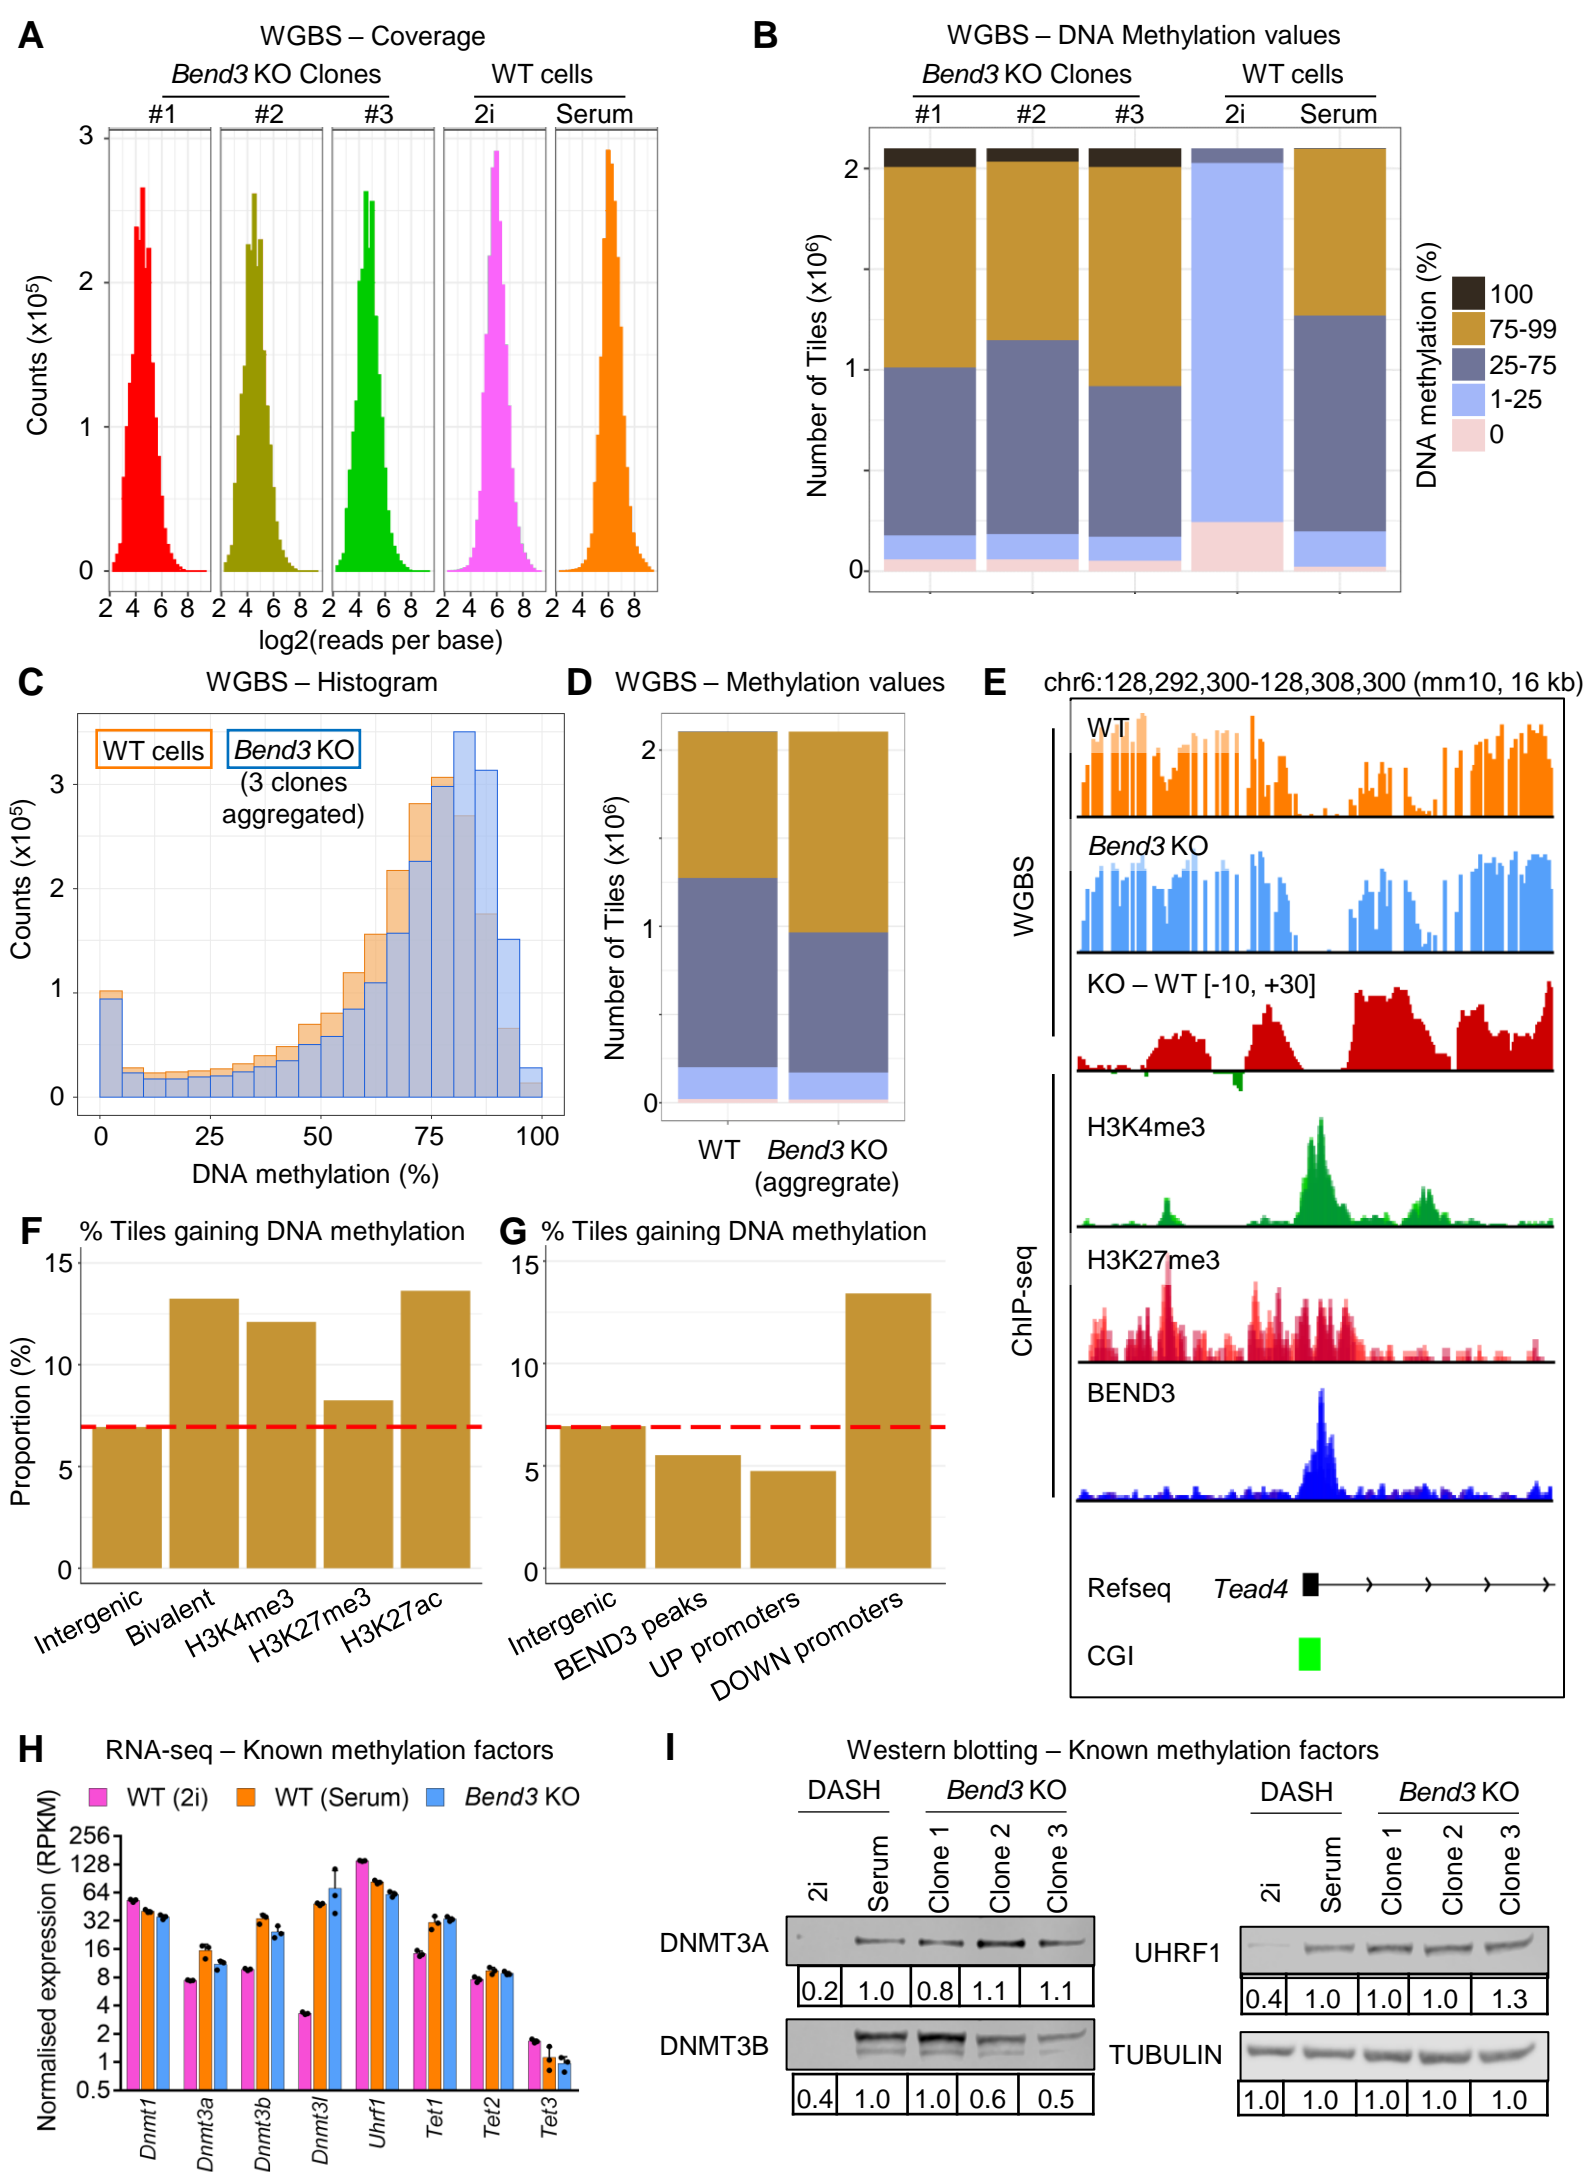

**Figure S6 (preceding page): Additional WGBS analyses; DNA methylation gain in *Bend3* KO is not associated with DNMTs overexpression.** (A) WGBS coverage data. The three individual *Bend3* KO clones are shown on the left, WT cells grown in 2i are shown in pink, and WT cells grown in serum are shown in orange. (B) Absolute number of tiles in the indicated methylation categories. (C) Distribution of DNA methylation values in WT (orange) vs. *Bend3* KO cells (blue), both grown in serum. (D) Absolute number of tiles in the indicated methylation categories. Same color code as in panel B. (E) Example of methylation gains around the CGI of *Tead4*, a bivalent gene that is bound by BEND3 and downregulated upon *Bend3* KO. (F) Percentage of tiles hypermethylated in the indicated categories. (G) Percentage of tiles hypermethylated in the indicated categories. (H) mRNA level for the indicated epigenetic regulators in the different cell types. (I) Western blotting and quantification in the indicated cellular backgrounds.

**Figure S7 (following page): Additional data related to chromatin changes in *Bend3* mutant cells.** (A) Contingency tables between chromatin marks in DE genes. The most significant dependency is between BEND3 binding and H3K27me3 alteration in DE genes. p-value: chi-square tests. (B) Illustration of the WGBS, ChIP-seq, CUT&RUN, and RNA-seq data integration at *Dazl*. In *Bend3* KO cells, the *Dazl* promoter loses DNA methylation and H3K27me3. DMRs: tiles that gain DNA methylation (in black) or lose DNA methylation (in white). The absolute variations of methylation (gain/loss) are indicated. Red rectangle: H3K27me3 peak as detected in the CUT&RUN experiment on WT cells. (C) As in panel B but for the *Col4a1/2* promoter, which gains H3K27me3 and DNA methylation upon *Bend3* KO. (D) As in panel B but for *Cgas*, a bivalent gene. Upon *Bend3* KO, H3K27me3 is lost from the BEND3-binding CGI and neighboring regions, and gene expression is induced. (E) As in panel B but for *Magohb*. This promoter is not directly bound by BEND3; upon *Bend3* deletion it loses H3K27me3 and gains DNA methylation, while transcription is downregulated.

**Supplementary Data – Reference list**

45. Turberfield,A.H., Kondo,T., Nakayama,M., Koseki,Y., King,H.W., Koseki,H. and Klose,R.J. (2019) KDM2 proteins constrain transcription from CpG island gene promoters independently of their histone demethylase activity. *Nucleic Acids Res*, **47**, 9005–9023.

46. Joshi,O., Wang,S.-Y., Kuznetsova,T., Atlasi,Y., Peng,T., Fabre,P.J., Habibi,E., Shaik,J., Saeed,S., Handoko,L., *et al.* (2015) Dynamic Reorganization of Extremely Long-Range Promoter-Promoter Interactions between Two States of Pluripotency. *Cell Stem Cell*, **17**, 748–757.

**A**

WGBS

Contingency tables on DE gene promoters

BEND3 ChIP-seq

CUT&amp;RUN

| $p = 6.10^{-3}$ | Hyper-methylation | Hypo-methylation | No change |     |
|-----------------|-------------------|------------------|-----------|-----|
| H3K27me3 lost   | 139               | 14               | 178       | 331 |
| H3K27me3 gained | 40                | 2                | 105       | 147 |
| No change       | 188               | 13               | 281       | 482 |
|                 | 367               | 29               | 564       | 960 |

CUT&amp;RUN

| $p = 8.10^{-13}$ | Bound | Not Bound |     |
|------------------|-------|-----------|-----|
| H3K27me3 lost    | 98    | 233       | 331 |
| H3K27me3 gained  | 56    | 91        | 147 |
| No change        | 62    | 420       | 482 |
|                  | 216   | 744       | 960 |

**B**

chr17:50,290,545-50,296,545 (mm10, 6 kb)

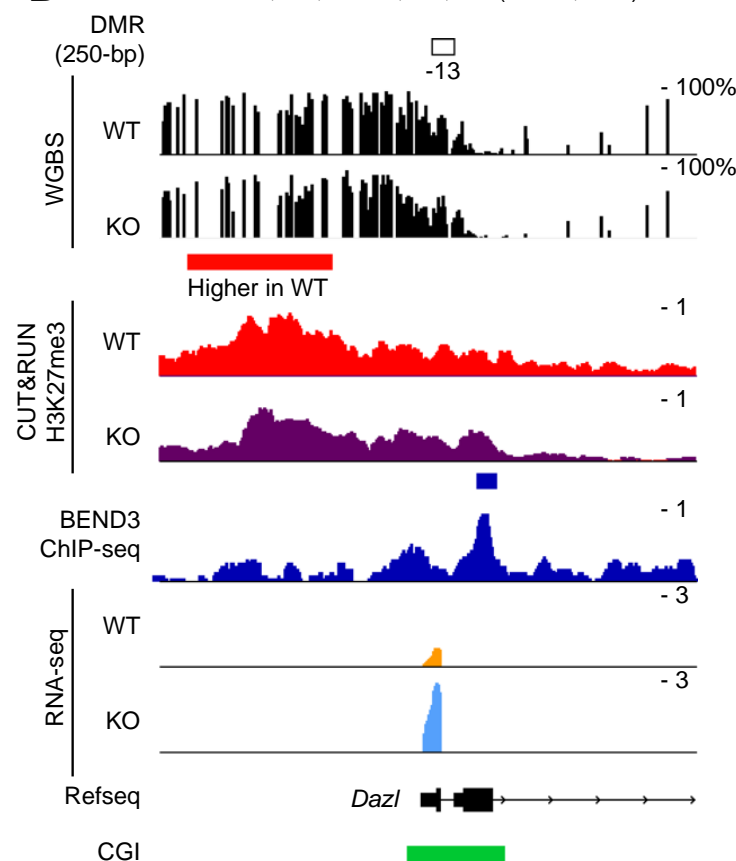**C**

chr8:11,307,740-11,317,805 (mm10, 10 kb)

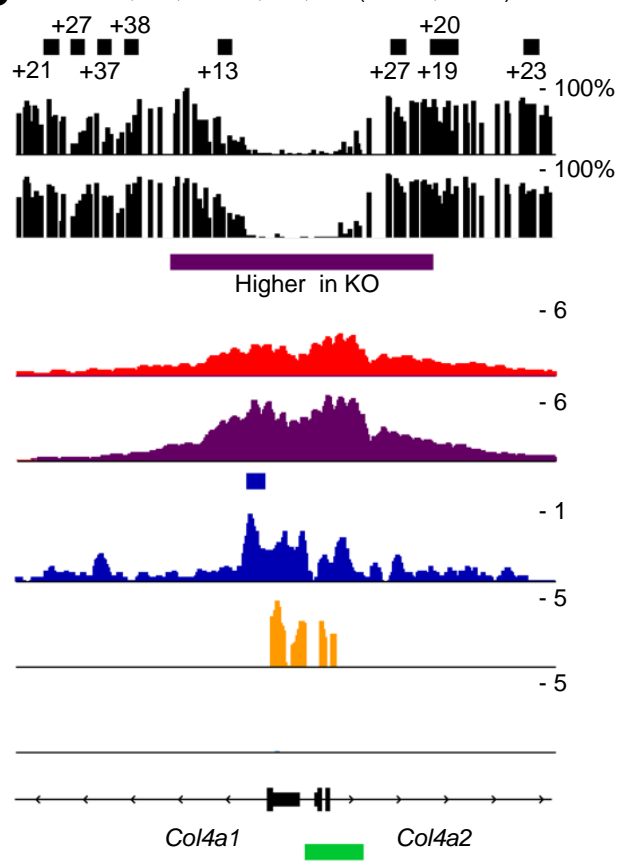**D**

chr9:78,440,000-78,447,000 (mm10, 7 kb)

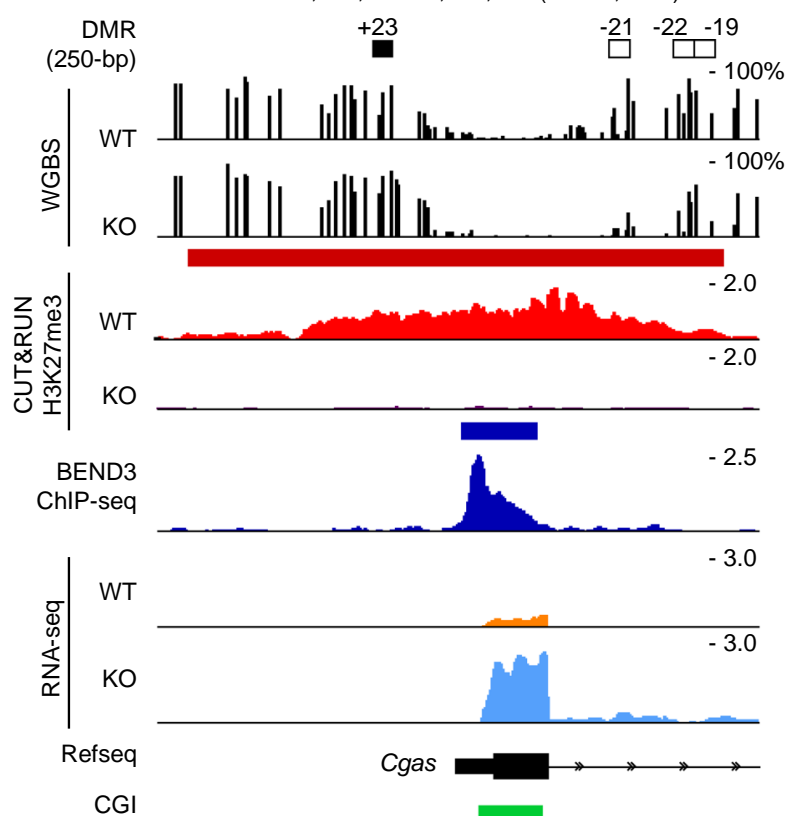**E**

chr6:131,291,000-131,294,000 (mm10, 3 kb)

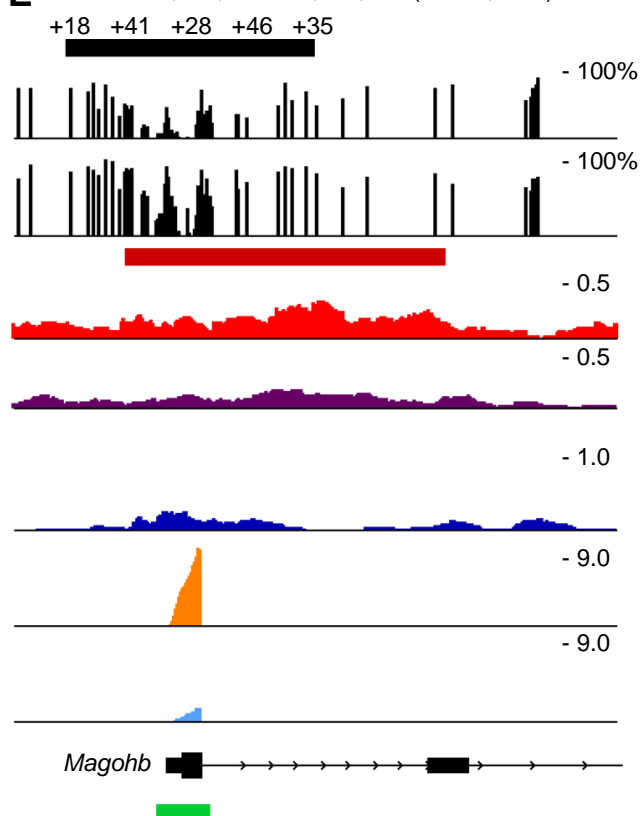

**Supplement:** gkad719_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

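The primary screen counted the guides carried by DASH reporter cells at successive steps of selection, in 2 screens run in parallel. The populations were the plasmid library, Puro+, Hygro50, Hygro125, HygroSca- and HygroSca+, each with 1 column of counts per screen. GEO lists 1 sample per population and the columns carry the numbers of the screens, which pair the populations of a screen. The ranking averages the screens without a term for them, and a ranking with the screen as a replicate block was added after the data were seen. The RNA, methylation, chromatin and mutation sequencing of the study was not analysed here.

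The authors amplified the guide cassettes, sequenced them, counted the reads of each guide and joined gene symbols to the guides. The deposited values are raw counts, with no normalization. The tool that counted the guides is not given in the sources used here; the paper and the submitters' processing notes name MAGeCK, without a version, for the statistics. The deposited table repeats a line for every combination of entries of a guide, up to 177147 lines for 1 guide, so each guide was taken once. The part used here has 641801 complete lines and 1 incomplete line, which was dropped. In 1 of the 12 columns, HygroSca+ of screen 1, the counts never rise from line to line, and this part ends at 87 counts in that column. It therefore holds the guides most abundant in 1 outcome library and lacks the others. For this reason no gene list percentile, shared top 100, sequencing depth or statement on guides lost before hygromycin was computed as planned, and lists are given as the numbers of genes and guides held. Table S2 was used whole.

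Guides were matched to the GRCm38 assembly, the build the paper calls mm10, as 20 bases beside an NGG motif on either strand. Of 6331 sequences, 127 had 2 or more sites and 20 had none, and these carry no position here. Exons are those of the RefSeq transcript with the longest coding sequence. Strings longer than a guide are not printed as guides. There were 74 sequences at 0 in both plasmid columns, 72 of them not 21 bases long. All 74 were detected in Hygro125 of screen 1 and 0 in HygroSca+ of screen 2. They stayed in the ranking and were left out as an alternative. A guide listed for more than 1 gene (198 guides) counted for each.

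Gene ranking followed MAGeCK's robust rank aggregation in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. Counts were scaled by the median ratio, averaged over the screens, and compared with a pseudocount of 1 for log2 fold changes. Guides at 0 in both libraries compared were dropped from the ranking. They stayed, with a log2 fold change of 0, in the medians by screen and the SD between the screens. Guide z scores came from a fitted mean and variance relation, the guides entering the aggregation were those up to a guide p of 0.25, and gene p-values came from 100 random draws of guides per gene with Benjamini-Hochberg adjustment. Because scaling uses only guides held, a log2 fold change is not relative to the whole library. A value of 0 is not that of a typical guide held either. In HygroSca+ of screen 2 the median count was 0 over all sequences held and 208 over those detected. No model of the spread between replicates within both groups compared was fitted, since the guides were chosen on 1 of the 4 libraries such a model would compare. The 6 comparisons were HygroSca+ with Puro+ and with HygroSca-, Hygro125 and Hygro50 with Puro+, and Puro+ with the plasmid library in both directions. The ranking was tested on simulated data for HygroSca+ against Puro+, in which HygroSca+ counts were shuffled among the guides of 5592 genes and the guides of 200 genes were then raised. At a 64-fold change, 20 of 20 genes with 3 or more guides and 12 of 80 genes with 2 guides had an FDR under 0.05, and 2 of 20 and 0 of 80 passed the paper's cutoff. At an 8-fold change 1 of 7 and 1 of 93 had an FDR under 0.05 and 0 passed the cutoff, and 1 of 5368 unchanged genes was called. The median log2 fold change returned was 5.05 for a 64-fold change (6 on the log2 scale) and -1.54 for unchanged genes, so the whole scale was shifted down and the difference between raised and unchanged genes was not reduced. With shuffled counts alone, 0 of 5592 genes were called.

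Ratios between the sort gates use guides with at least 10 counts in either gate, with a count of 0 set to 5, and are not scaled. The genes named are the 12 hits, the other genes of Table S2 up to rank 30, the 10 lowest scores with at least 2 guides, regulators the paper names, the 2 highest and 2 lowest members of each of 21 gene lists, and in the other comparisons the 10 lowest scores and the same list members. Table S2 had been seen when this rule was written. Dazl, Dnmt3b, Tet1, Tet2, Tet3, Idh1 and Idh2 had 0 guides in the part used here. Settings, comparisons and lists were fixed before the data were examined. The alternatives changed the scaling, the filter, the guide score, the guide p of the aggregation, the guides per gene, the control library and the screens, and the closing section gives their effect.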

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

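The tests of patterns in this part were chosen after the results were seen. Outside the 12 hits, 2 genes passed the paper's cutoff in a population for which the paper gives no ranking, the cells after the higher hygromycin step. Guides against Emc6, a subunit of the ER membrane complex, had a median log2 fold change of 3.96 in Hygro125 against Puro+ (4 guides, p = 1.79e-06 by permutation of guides in robust rank aggregation, FDR 0.00167). Guides against Smad7, an inhibitor of TGF-beta signaling, had a median of 5.00 (3 guides, the same p and FDR). Smad7 is at rank 19 and Emc6 at rank 40 of Table S2. In screen 2 alone both passed (FDR 0.00200 for Smad7 and 0.00286 for Emc6). In screen 1 alone neither did, with an FDR of 0.0150 for Smad7, at rank 2, and 0.459 for Emc6.

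The ER membrane complex guides that survived hygromycin were mostly lower in the mScarlet-positive than in the mScarlet-negative gate, for 16 of 22 guides in screen 1 and 14 of 18 in screen 2. Over all library guides with such a ratio, 1726 of 6257 were lower in screen 1 and 1623 of 2594 in screen 2. The median over genes of log2(HygroSca+/HygroSca-) was -1.38 in screen 1, where the ordering of the table favours guides high in HygroSca+, so that ordering argues in the opposite direction. Whether the loss is particular to this complex stays open. Among guides with at least 500 counts in Hygro125, 15 of 16 were lower against 626 of 1112 guides outside the 12 hits in screen 1 (two-sided Fisher's exact test, p = 0.00177), but 10 of 13 against 131 of 183 in screen 2 (p = 1), and over minimums of 100, 500 and 1000 counts the p ran from 3.46e-05 to 0.192 in screen 1 and from 0.288 to 1 in screen 2. These guides include those of Emc1, which is among the 12 hits and was seen low first, while the other group has no hits. Without Emc1, 11 of 12 were lower in screen 1 (p = 0.0163, from 0.000991 to 0.455 over the minimums) and 8 of 9 in screen 2 (p = 0.449, from 0.0690 to 0.449; same exact test). Guides of 1 gene are not independent, and a loss at the sort particular to ER membrane complex guides cannot be told apart from the loss of other guides that survived hygromycin. That such guides passed hygromycin without strong mScarlet may be followed up for Emc1, which the paper later finds not to reactivate Dazl.

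Of the guides abundant in HygroSca+ of screen 1, 78.3% were not detected in HygroSca+ of screen 2. Shallow sequencing is argued against by the guides that were detected: outside the 12 hits, 1.20% of 1333 had under 20 counts, and their median was 200. Chance survival of a few cells per guide stays open. Of olfactory receptor guides, 22.8% were detected there (95% Wilson interval 18.7% to 27.5%) against 21.9% of all library guides held, but most guides held are outside Table S2, so these shares would be alike under other causes of the loss too. No biological explanation was tested for this pattern.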

How the results depend on the processing

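Alternatives marked as added were chosen after seeing the data. For HygroSca+ against Puro+, 4 genes passed the paper's cutoff, and the count was 2 with guides ranked by log2 fold change, 2 with Hygro50 as control and 0 with HygroSca- as control; the cause was not tested. It was 1 to 3 with 1 screen left out. In Hygro125 against Puro+, 6 genes passed, and 1 to 7 with 1 screen left out. Without the most extreme guide of each gene, and with genes of at least 3 guides only, both comparisons gave 0, because 100 draws for each of the 839 or 92 genes allow no p under 1.19e-05 or 0.000109; with as many draws as in the main result (added) they gave 5 and 4 genes, and 6 and 6. With 1000 draws per gene (added) Mga joined the 4 genes. In HygroSca+ against HygroSca-, 0 genes passed by robust rank aggregation (284 at an unadjusted p under 0.05), and 2, Mga and Ptpn11, when guides under 10 counts in HygroSca- were dropped. The other counts of 0 (Hygro50 against Puro+, with 276 genes at an unadjusted p under 0.05, and Puro+ against the plasmid, with 283 depleted and 259 enriched) stayed at 0 in all alternatives run. Over 64 named genes, 572 log2 fold changes were computed under alternatives, among them Hygro50 as control and counts not scaled (both added for these values). Of the 572, 481 stayed within the spread of the screens and 88 moved beyond it, 15 and 24 of them under these added alternatives. With HygroSca- as control 3 changed sign: Spop to -0.18, Emc1 to -1.52 and Smad7 to -1.59. The spread is an SD of 2 screens. Genes at 0 in HygroSca+ of screen 2 have a wide SD (11.3 for Usp7, 9.29 for Pcid2), so a value within it does not show stability for them. Counting guides with at least 10 counts lowered detection to 99.2% in Hygro125 of screen 1 and to 77.7% and 56.9% in Hygro50 of screens 1 and 2. Scaling by non-targeting guides was not run, as 0 such guides were found by name, and the list percentiles, the shared top 100 and the list alternatives were not run because the table is held in part. With the screen as a replicate block (added: guide z scores within each screen, then combined) 3 genes passed in HygroSca+ against Puro+, without Tcf7l1, and 5 in Hygro125 against Puro+, without Bend3, and the counts of 0 stayed at 0. The part of the table held limits all rankings: a gene with 1 guide cannot reach the cutoff by agreement of guides.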

Differences from the paper's values

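The paper lists 12 genes at its cutoff, and 4 passed it here in HygroSca+ against Puro+. Under the alternatives set before the data were examined, with 1 screen, another control, filter, scaling, score or guide p it lay between 0 and 5. The plasmid library as control called Grb2 in addition to the 4. Settings chosen after seeing the values called Mga, namely 1000 draws per gene, genes of at least 3 guides with as many draws as in the main result, and the same draws without the most extreme guide of each gene. Emc1 passed in Hygro125 against Puro+ and not in HygroSca+ against Puro+. The ranking here covers only the guides held. Table S2 counts 4 guides for Uhrf1, and 2 were held. No alternative bears on this number.

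For 9 of the 12 genes the median log2 fold change here differed from the paper's by more than the SD between the screens. It was lower in all 9. Mga (6.90 against 7.81) was not counted. Its SD of 2.08 takes in a sequence that is not a library guide and was at 0 in both screen 2 libraries. With this sequence the screen 2 median of Mga was 2.84, and without it 5.68. The screen 1 median of 5.78 includes the sequence, and no screen 1 value without it is given here. These values therefore do not show whether Mga differed without the sequence. The values here are scaled on guides held and not on the whole library, and the cause of the difference was not tested. The values here against the paper's in Table S2 were 6.23 against 8.96 for Ptpn11, 4.65 against 8.27 for Uhrf1, 2.99 against 6.67 for E2f6, 3.10 against 6.86 for Slc35b2, 3.84 against 7.22 for Tcf7l1, 6.04 against 8.17 for Grb2, 3.10 against 9.48 for B4galt7, 3.42 against 4.74 for Dnmt1 and 2.51 against 4.67 for Emc1. In screens 1 and 2 the medians were 4.23 and 1.26 for Slc35b2, and 8.60 and 5.98 for Grb2. The screen 1 median of Grb2 lay above the paper's value, but 1 of its 2 guides was at 0 in Puro+ of screen 1. The size of that median is therefore set in part by the pseudocount, and no conclusion is drawn from it. All 9 differed under each of the 7 alternatives set before the data were examined. With counts not scaled, a setting chosen after seeing the values, 6 of the 12 genes lay within the SD. Among them were Grb2 (7.48), Dnmt1 (4.93), Emc1 (4.01) and, by the SD of 2.08 that takes in the extra sequence, Mga (8.10). With Hygro50 as control, also chosen after seeing the values, 4 of the 12 did. Among them were Emc1 (4.27) and, by the same SD, Mga (7.41), while Spop no longer lay within its SD. The B4galt7 value there (10.68) also lay within the SD, but 5 of the 6 Hygro50 counts of its guides were 0, so its size is set by the pseudocount.

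Of the paper's 12 hits, 8 had an FDR under 0.05 here over both screens, and E2f6 (0.0686), Dnmt1 (0.0686), B4galt7 (0.168) and Uhrf1 (0.197) did not. In screen 2 alone, E2f6, B4galt7 and Dnmt1 did and Uhrf1 did not. Without the sequences absent from the plasmid library, a setting chosen after seeing the data, E2f6 (0.0492) and Dnmt1 (0.0467) did. The paper ranks Uhrf1 above Bend3, and it was at rank 19 here with 2 guides. By the values of Table S2 itself, 13 genes pass the stated cutoff, since Kmt2d at rank 13 has the p and FDR of Emc1.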

Other observations

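The bootstrap comparison of control libraries in this part was chosen after the result was seen. Below the 12 hits, Kmt2d, a histone methyltransferase, had 4 guides held, 3 of them detected in HygroSca+ of screen 2, and a log2 fold change against Puro+ of 2.94 in screen 1 and 1.54 in screen 2 (FDR 0.0271 over both screens by robust rank aggregation, 0.672 in screen 2 alone). Kdm5c had 4.36 and 3.20 (FDR 0.0686 over both screens). Outside the 12 hits, 4 of 6 guides against the ncPRC1.6 complex and 2 of 7 against DNA methylation genes were detected in HygroSca+ of screen 2, where 21.9% of all library guides held were detected. Without any gene of Table S2 these were 1 of 2 and 2 of 5. None of 15 genes of H3K9 silencing, 5 genes of the TET family and its cofactors and 75 ribosomal protein genes was in the table, and 1 of 10 genes of PRC2 was.

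Zfp281, a factor for the exit from the naive state, had both of its guides detected in screen 2 and log2 fold changes of 2.84 and 3.73 in screens 1 and 2 (FDR 0.505 over both screens by robust rank aggregation). Outside the 12 hits, 4 of 7 guides against naive exit genes were detected in HygroSca+ of screen 2. The numbers of guides detected were 1 of 5 for Wnt and GSK3 signaling, 5 of 9 for TREX-2 and the SAGA deubiquitinase, 3 of 5 for KMT2C and KMT2D complexes, 3 of 4 for naive pluripotency, 2 of 9 for growth suppressors and 0 of 3 for the proteasome. Without any gene of Table S2, 2 of 5 guides were detected for naive exit, 0 of 3 for TREX-2 and the SAGA deubiquitinase, 0 of 1 for KMT2C and KMT2D complexes and 1 of 1 for naive pluripotency. Pdcl, at rank 22 of Table S2, had 2 guides held and passed the paper's cutoff for Hygro125 against Puro+ in screen 2 alone (log2 fold change 6.48).

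The log2 fold changes of Table S2 had a Spearman rho of 0.686 with HygroSca+ over Puro+ across 20 genes, 0.762 with the plasmid library as control, 0.783 with Hygro50 and 0.534 with HygroSca-. Hygro50 as the control library of Table S2 is a candidate explanation for the highest rho, and the plasmid library lies close to it. The difference of 0.0977 between Hygro50 and Puro+ had a 95% bootstrap interval over genes from -0.300 to 0.505, so Hygro50 and Puro+ cannot be told apart in this way. The other control libraries were not put to this test.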
